# Defining the nociceptor transcriptome

**DOI:** 10.3389/fnmol.2014.00087

**Published:** 2014-11-11

**Authors:** Matthew Thakur, Megan Crow, Natalie Richards, Gareth I. J. Davey, Emma Levine, Jayne H. Kelleher, Chibeza C. Agley, Franziska Denk, Stephen D. R. Harridge, Stephen B. McMahon

**Keywords:** pain, nociceptors, nociception, somatosensation, dorsal root ganglion, RNA-sequencing, peripheral nervous system, regeneration

## Abstract

Unbiased “omics” techniques, such as next generation RNA-sequencing, can provide entirely novel insights into biological systems. However, cellular heterogeneity presents a significant barrier to analysis and interpretation of these datasets. The neurons of the dorsal root ganglia (DRG) are an important model for studies of neuronal injury, regeneration and pain. The majority of investigators utilize a dissociated preparation of whole ganglia when studying cellular and molecular function. We demonstrate that the standard methods for producing these preparations gives a 10%-neuronal mixture of cells, with the remainder of cells constituting satellite glia and other non-neuronal cell types. Using a novel application of magnetic purification, we consistently obtain over 95% pure, viable neurons from adult tissue, significantly enriched for small diameter nociceptors expressing the voltage gated ion channel Na_v_1.8. Using genome-wide RNA-sequencing we compare the currently used (10% neuronal) and pure (95% nociceptor) preparations and find 920 genes enriched. This gives an unprecedented insight into the molecular composition of small nociceptive neurons in the DRG, potentially altering the interpretation of previous studies performed at the tissue level, and indicating a number of novel markers of this widely-studied population of cells. We anticipate that the ease of use, affordability and speed of this technique will see it become widely adopted, delivering a greatly improved capacity to study the roles of nociceptors in health and disease.

## Introduction

Cell sorting techniques combined with transcriptional or epigenetic profiling provide a unique insight into how gene expression is regulated across different cell types. While cell type-specific profiling is now widely employed by researchers in the oncology and immunology fields (Hu et al., 2005; Heng et al., 2008), most researchers studying the nervous system continue to assess gene expression at the whole tissue level.

This is despite the fact that neural tissues contain a wide variety of different cell types such as epithelial cells, fibroblasts, glia and macrophages, as well as molecularly and functionally distinctive subsets of neurons. This heterogeneity significantly limits the usefulness of transcriptomic and epigenetic data generated to date. While sorting techniques, including fluorescence-activated cell sorting (FACS), have been applied to neural tissue, these often require transgenic animals and large amounts of cellular material in order to recover sufficient RNA, and are often better suited to neonate than adult neural tissue (Lobo et al., 2006).

In the peripheral nervous system, a commonly studied tissue is dorsal root ganglion (DRG). The peripheral nerve cell bodies contained in the DRG are important targets for investigators assessing sensory function, injury, regeneration and pain. Chronic pain is one of the leading causes of long term disability, estimated to affect one in five adults (Breivik et al., 2013). More than one in three patients suffering chronic pain report inadequate pain relief (Breivik et al., 2013)—yet many promising preclinical drug targets have not translated into effective treatments. One reason for this is the relatively poor understanding of the fundamental physiology and pathophysiology of pain-sensing nerve fibers (nociceptors, a subset of peripheral nerve cells) at the molecular level (Eijkelkamp et al., 2012).

We present a novel application of magnetic cell sorting (MACS) which generates a 95% pure nociceptor preparation from adult mouse DRG. This MACS preparation is enriched for small nociceptive neurons expressing the voltage gated sodium channel Na_v_1.8. Comparison of gene expression in mixed dissociated ganglion with the MACS purified nociceptor preparation reveals the transcriptional signature of nociceptors.

## Materials and methods

### Animals

Adult male C57Bl/6 mice weighing between 20 and 25 g were used for all experiments (Harlan, Bicester, UK). Animals were housed under standard conditions (12 h light/dark cycle, lights on between 7:00 a.m. and 7:00 p.m., free access to lab chow and water, groups of 4–8). All care of animals was in accordance with the United Kingdom Animals Scientific Procedures Act (1986). Na_v_1.8 TdTomato mice have been extensively characterized elsewhere (Shields et al., 2012).

### Tissue preparation

Mice were euthanized with a terminal dose of pentobarbital and decapitated. DRG were taken from all levels as previously described (Malin et al., 2007). For experiments on intact ganglia, DRG were snap frozen using liquid nitrogen, before being homogenized in Trizol (Invitrogen). For unsorted and MACS-sorted preparations, DRG were washed in F12 medium followed by incubation in dissociating enzymes (3 mg/mL dispase, 0.1% collagenase and 200 U/ml DNAse, all from Roche) for 30 min at 37°C. Dissociation enzymes were then removed and replaced with F12. Cells were triturated 5 times using a P1000 tip to disrupt the tissue. Cells in suspension were retained, and fresh F12 was added to the remaining undisrupted material. This process was repeated 5 times. Cells in suspension were filtered through a 40 μm filter and centrifuged for 5 min at 150 G. For unsorted preparations, cells were resuspended in Trizol at this point and snap frozen.

### MACS-sorting of dissociated dorsal root ganglia

Dissociated DRG neurons were washed in Dulbeccos PBS then resuspended in 120 μl MACS buffer (Miltenyi autoMACS HBSS-based washing solution with 0.5% bovine serum albumin). 30 μl of biotinylated non-neuronal antibody cocktail was added (Miltenyi MACS Neuron Isolation Kit) and cells incubated at 4°C for 5 min. After washing in MACS buffer, cells were resuspended in 120 μl MACS buffer with 30 μl anti-biotin microbeads (Miltenyi MACS Neuron Isolation Kit) and incubated at 4°C for 10 min. Cells were then run through a LD exclusion column placed in a QuadroMACS separator (Miltenyi Biotech), which retained all microbead-conjugated, non-neuronal cells so that only neurons were eluted. For MACS-sorted preparations, eluted pure neurons were then centrifuged, resuspended in Trizol and snap frozen.

### Immunocytochemistry

For characterization, unsorted preparations were plated on poly-L-lysine/laminin coated coverslips. Sorted cells were plated on poly-L-lysine coverslips incubated with Matrigel (BD Biosciences) diluted 1:10 in F12. After ~18 h *in vitro*, cells were fixed in 2% PFA at 37°C for 10 min. Cells were then blocked in 10% Normal Donkey Serum in PBS with 0.2% Triton-X for 30 min at room temperature, followed by a 30 min RT incubation in primary antibody. Cells were washed in PBS and incubated in secondary antibody at room temperature for 30 min, followed by further washing and coverslipping with Vectashield mounting medium (Vector Labs). Primary antibodies used were: mouse β-III tubulin (Promega, G712A), rabbit glutamine synthetase (Abcam, ab498371), mouse CGRP (Abcam, ab81887). Secondaries were all Alexa 488 or 546 (Life Technologies). Fluorescence was visualized with fixed exposure times using a Zeiss Axioplan 2 microscope and analyzed using ImageJ software and Graphpad Prism. Positive cells were defined as cells with an intensity >30% that of the mean top 10 most intense cells in the image being analyzed.

### Flow cytometry of dissociated neuronal preparations

Cells were prepared for cytometry as described above, with two variations. Cells were prepared in cytometry buffer instead of medium (Hank's Buffered Saline Solution with 1 M HEPES and 0.5 M EDTA). Cells were prepared from mice expressing GFP in Advillin-positive cells, i.e., all DRG neurons (Advillin-GFP mouse obtained from Gensat). The pan-nuclear marker DRAQ5 (Biostatus, UK) was then added at 1:10,000. Unsorted and MACS sorted samples were analyzed using an LSR Fortessa. The number of GFP-positive events were quantified as a percentage of all DRAQ5-positive events to assay the proportion of neuronal to non-neuronal cells.

### RNA extraction and library preparation for sequencing

RNA was extracted from intact, unsorted and MACS-sorted samples using the RNeasy micro kit (Qiagen). Each sample (each *n*) comprised material from 1, 2 or 8 mice in the intact, unsorted and MACS-sorted groups, respectively. RNA integrity was assessed on an Agilent2100 Bioanalyzer (Agilent, Santa Clara, CA) and the RNA integrity number of each sample was >8. PolyA-selected RNA was used for complimentary DNA library preparation using the NEBNext Ultra direction RNA Library Prep Kit according to manufacturer's instructions (NEB, Ipswich, MA). 100 bp reads were sequenced on the Illumina HiSeq2000/2500 platform in replicate flow cells.

### Data analyses

Quality control, alignment and differential expression analyses were performed on the Galaxy server (Giardine et al., 2005; Blankenberg et al., 2010; Goecks et al., 2010). Cortical neuron fastQ files were uploaded to Galaxy directly from the European Nucleotide Archive (http://www.ebi.ac.uk/ena/data/view/SRP033200, sample accessions SAMN02415125, SAMN02415124). Briefly, fastQ files were uploaded, assessed for sequencing quality using fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and Picard Alignment Summary Metrics (http://picard.sourceforge.net). Base calls were of high quality across the full-length of the reads and trimming was not required. FastQ files were aligned to the UCSC mm10 build of the mouse genome using TopHat2 (Kim et al., 2013), with the multiple alignment parameter (-g) set to two. Aligned bam files from separate lanes were combined using the Merge Bam tool from SamTools (Li et al., 2009), then fragments per kilobase per million (FPKM) estimates were obtained using Cufflinks version 2.1.1 (Trapnell et al., 2012). Genes were considered to be expressed if more than three samples within a group had an FPKM value greater than 5.

Differential expression analyses were performed using CuffDiff version 2.1.1 (Trapnell et al., 2012). Genes were considered to be differentially expressed if they had a *q* < 0.05, log2-fold change < −0.5 or >0.5, and mean FPKM > 5 in the group with higher expression. 

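Hbb-bs encodes an adult beta-globin chain and lies on chromosome 7 of mm10 from 103826523 to 103827928. Its expression was 661, 837, 4155 and 6606 FPKM in MACS-sorted replicates 1 to 4, a mean of 3065 ± 2856 (SD, n = 4). In dissociated, unsorted DRG it was 78.4 ± 51.0 FPKM (SD, n = 4), with a highest value of 138, and in intact DRG 149 ± 99.1 FPKM (SD, n = 4). All 4 MACS-sorted samples lay above all 4 unsorted samples. On the log2(FPKM + 0.1) scale, the log2-fold change between MACS-sorted and unsorted samples was 4.95 (standard error 0.80, two-sided adjusted p = 7.3e-04 from limma with Benjamini-Hochberg adjustment). Quantile normalization of the samples moved this estimate most among the alternative scalings, to 4.38. The 11 haemoglobin genes together made up 0.680%, 0.864%, 5.14% and 7.13% of the summed FPKM of MACS-sorted replicates 1 to 4, from 0.0575% to 0.179% in unsorted and from 0.129% to 0.259% in intact DRG. Among 14 marker genes of red blood cells, the median log2-fold change was 4.07, and 11 of them were higher in every MACS-sorted than in every unsorted sample, where chance gives 1.43% of genes. In the other direction, 1 of the 14 was lower in every MACS-sorted than in every unsorted sample. The lowest log2-fold change on this list was −4.74.

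**Figure D1:**
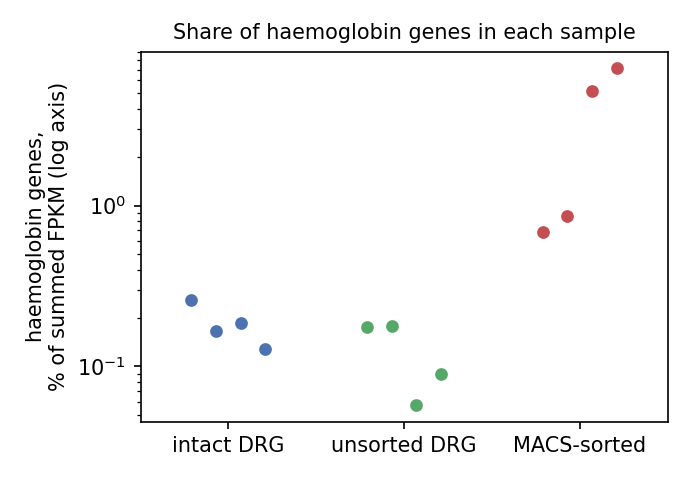
Share of the 11 haemoglobin genes in the summed FPKM of each sample, in percent on a log axis, for intact, unsorted and MACS-sorted DRG; each point is one sample. The MACS-sorted samples lie between 0.680% and 7.13%, all above the highest intact sample at 0.259%.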

Following differential expression analysis of MACS sorted samples it became clear that these were contaminated with red blood cells (e.g., they had high levels of canonical blood genes, such as *Hbb-bs*). To account for this, all genes that were found to be both significantly upregulated in MACS samples and had a median log2 RPKM > 3 in a recently published mouse erythrocyte transcriptome study (An et al., 2014) were removed prior to subsequent analysis (totaling 308 blood genes).

Principal component analysis, density and scatter plots were created using the cummeRbund package in R (version 3.1.0). Hierarchical clustering and heat maps were generated using MultiExperiment Viewer (MeV) (Saeed et al., 2003). DAVID (Da Wei Huang and Lempicki, 2008; Huang et al., 2009), Panther (Mi et al., 2013), and STRING (Jensen et al., 2009) were used for gene functional annotation and network analyses.

Datasets are available via GEO accession number GSE62424.

## Results

### MACS-sorted pure neuronal preparations are enriched for nociceptors

We used a novel application of magnetic cell sorting (MACS) to obtain a 95% pure peripheral nerve cell body preparation from adult DRG. Quantification of traditionally prepared, unsorted dissociated DRG cultures stained for the neuronal marker β-III Tubulin, the satellite glial cell marker glutamine synthetase (GS) and the nuclear marker DAPI demonstrate that neuronal cells constitute a mean of 9% of adherent, nucleated cells present in these preparations one day after dissociation (Figures 1A,C). In contrast, a DRG preparation subjected to MACS contains more than 95% neuronal nuclei (Figures 1B,C). Cell size distribution indicates that magnetic sorting generates a preparation enriched for cells < 30 μm in diameter (nociceptors) (Figure 1D).

**Figure 1:**
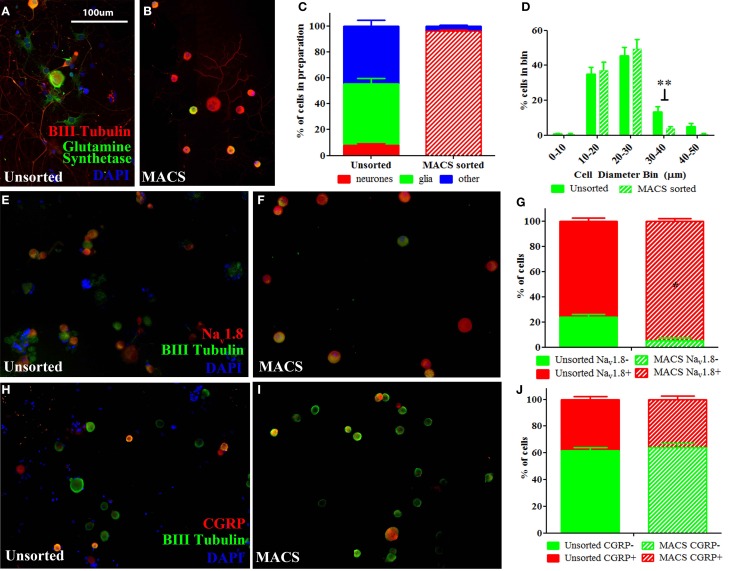
**Characterisation of MACS-sorted DRG neuronal preparation. (A,B)** Immunohistochemistry visualizing neuronal (β-III tubulin), satellite glial (glutamine synthetase) or other non-neuronal (DAPI) cells in unsorted and MACS-sorted neuronal preparations. **(C)** Quantification of neuronal, glial and other non-neuronal cells shows that MACS-sorting generates >95% pure neuronal preparation (*n* = 8 per condition). **(D)** Cell size distribution of neuronal cells in unsorted and MACS-sorted preparations shows that the MACS-sorted preparation is enriched for small cells <30 μm in diameter (*n* = 8 per condition. ^**^ = unpaired *t*-test *p* < 0.01). **(E,F)** Immunohistochemistry of unsorted and MACS-sorted preparations generated from Na_v_1.8 TdTomato reporter mice. **(G)** Percentage of cells positive for Na_v_1.8 is significantly greater following MACS sorting (*n* = 4 per condition, Fisher's exact test, ^*^p < 0.05). **(H,I)** Immunohistochemistry visualizing the neuropeptide calcitonin gene related peptide (CGRP) in unsorted and MACS-sorted preparations. **(J)** The percentage of cells expressing CGRP is unchanged in MACS-sorted preparations (*n* = 4, Fisher's exact test *p* = 0.229).

Flow cytometry analysis of acutely dissociated DRG preparations confirms that neurons constitute 9.8% of nucleated events in the acute preparation (Supplementary Figure 1). This indicates that the relatively large proportion of non-neuronal cells detected after 1 day in culture do not simply reflect proliferating cells, but is an accurate reflection of the cellular makeup of the acute preparation. Note that while we observed that neurons only constituted ~10% of cells in acutely dissociated preparations of DRG, this is likely an underestimate of the total proportion of neurons in the intact DRG as the dissociation process will cause some cells, such as larger DRG neurons, to lyse.

We next performed MACS sorting on dissociated DRG from transgenic animals carrying the TdTomato reporter in cells expressing the voltage-gated sodium channel, Na_v_1.8 (Figures 1E,F). This confirmed that the MACS sorting process generates a cell preparation enriched for nociceptors. In agreement with previous studies (Shields et al., 2012), Na_v_1.8+ cells make up only 76% of dissociated unsorted neurons, yet constitute 95% of the MACS sorted preparation (Figure 1G).

The proportion of cells expressing the neuropeptide calcitonin gene-related peptide (CGRP), which defined a subset of nociceptors, is similar in unsorted (Figure 1H, 38%) and sorted preparations (Figure 1I, 36%), indicating that the MACS sorting process enriches cells according to size but introduces no bias in neurochemical subtype (Figure 1J).

### RNA-sequencing of intact, dissociated and MACS-sorted preparations identifies the nociceptor transcriptome

We next extracted high-quality RNA from either whole, intact DRG, acutely dissociated, unsorted DRG or MACS-sorted DRG for use in RNA-sequencing (study design illustrated in schematic Figure 2A). The sequencing data was used to identify unbiased gene expression profiles across the entire transcriptome. Sequencing was performed on polyA+ messenger RNA of four biological replicates for each condition at a depth of ~18 million reads per sample. 

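Intact DRG samples held whole ganglia of 1 mouse each, unsorted samples held the dissociated cells of 2 mice each, and MACS-sorted samples held dissociated cells of 8 mice each from which non-neuronal cells had been retained on a magnetic column. The authors aligned the reads to mm10 with TopHat2, merged the lanes of each sample and estimated FPKM per annotated gene with Cufflinks, and the deposited values are 1 FPKM per gene and sample for 24490 genes. The values are not read counts, and no rescaling between samples is stated. The smallest steps between low FPKM values give an estimate of the mapped fragments behind each sample, with a fragment length of 150 bases assumed. By this estimate, intact samples held 16300000 to 19300000 fragments (median 18300000), unsorted samples 15700000 to 18400000 (median 16800000) and MACS-sorted samples 13600000 to 17100000 (median 15100000). The FPKM values themselves rest on the authors' own mapped totals. Differences between groups were tested with limma on log2(FPKM + 0.1), two-sided and with Benjamini-Hochberg adjustment, on the samples of the groups compared and for genes with a mean of at least 1 FPKM over them. The pseudocount of 0.1 makes the log2-fold change understate the change of genes with low FPKM. A gene was called differentially expressed at an adjusted p-value under 0.05, a log2 ratio of group means beyond 0.5 in either direction and a mean above 5 FPKM in the higher group, which are the paper's criteria, with limma in place of CuffDiff. An exact permutation test of 4 samples against 4 gives a two-sided p of at least 0.0286. Unsorted replicates 1 and 2 differed less than any other pair of samples of one group: for genes with 2048 to 4096 estimated fragments, their squared differences were 1.42 times those of sampling noise, against 3.52 to 19.5 times in the other 17 pairs. For genes with 4096 to 8192 fragments the figure rose to 1.96, where sampling noise alone gave at most 1.14 in simulated data. These values do not tell whether the pair comes from one source of RNA, and it was kept as 2 samples, as labelled. The limit for counting a pair as 1 sample was set after the values were seen.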

Sequencing data were subject to quality control analyses prior to alignment with TopHat2. A high-confidence transcriptome was generated using Cufflinks in Galaxy, and differences in gene expression levels were analyzed using CuffDiff. Only annotated genes were analyzed.

**Figure 2:**
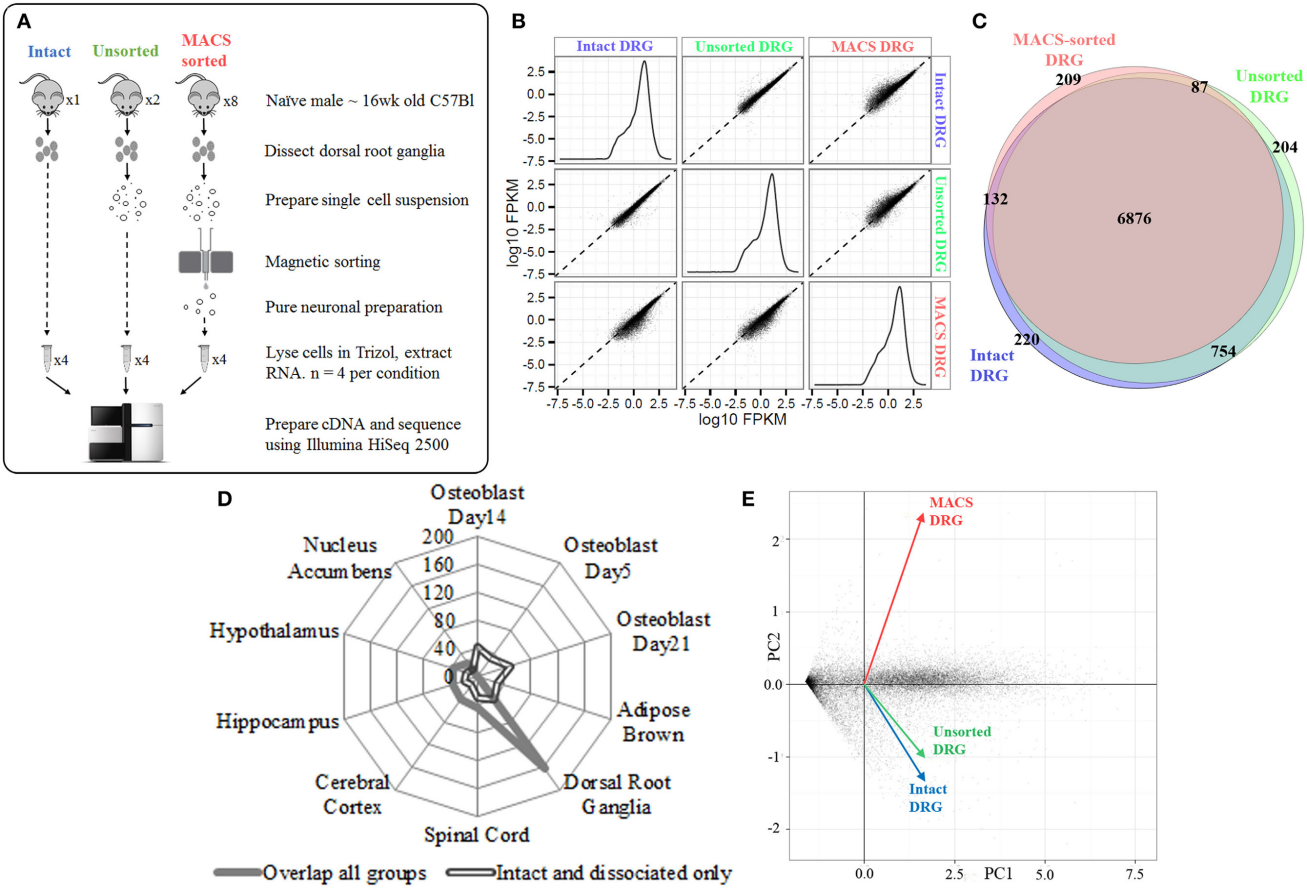
**Next-generation sequencing of intact, unsorted and MACS-sorted DRG neuronal preparations. (A)** Schematic illustrating study design for sequencing. Four replicate samples were sequenced in each group. **(B)** Graphs illustrate the distribution of FPKM values for all genes in each experimental group. Similar distributions were obtained for all groups, indicating that all groups have comparable coverage of genes across a range of expression levels. Scatterplots compare group-to-group log10 FPKM values. Divergence from the fit line indicates dissimilar gene expression patterns. **(C)** Venn diagram illustrating detection of 7987 genes in intact DRG, 7929 genes in unsorted samples, and 7309 genes in MACS-sorted samples. The vast majority of genes (6876, 81%) were expressed in all three groups. **(D)** Cell-type enrichment analysis suggests that genes common to all three groups are indicative of DRG and other neuronal cell types (filled line), while genes found only in the intact and dissociated groups were non-neuronal and most closely resembled osteoblast and brown adipose tissue (hollow line). **(E)** Principal component analysis (PCA) performed on all genes. Intact DRG and dissociated, unsorted samples cluster closely together, while MACS-sorted samples cluster separately. Plotted values are -log10 Bonferroni-corrected *p*-values.

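The FPKM values of all genes summed to 302657 to 307782 in unsorted and 297414 to 318807 in MACS-sorted samples. In intact DRG they summed to 283676 to 293648 in replicates 2 to 4 and to 345341 in replicate 1. Between 16578 and 16631 genes had an FPKM above 0 in intact samples, between 16049 and 16321 in unsorted samples and between 14770 and 15434 in MACS-sorted samples, so that the groups did not overlap. Above 5 FPKM there were 8329 to 8366 genes in intact, 8199 to 8327 in unsorted and 7673 to 7997 in MACS-sorted samples. The 10 genes with the highest FPKM took 4.70% to 4.80% of the sum in unsorted samples, 4.61% to 6.11% in intact samples and 5.25% to 10.1% in MACS-sorted samples. Median-ratio size factors computed from the FPKM values were 0.961 to 0.994 in MACS-sorted samples and 1.01 to 1.03 in the other 8 samples.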

We initially determined how many genes were expressed in all three conditions. 

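A gene was counted as expressed in a group when its FPKM was above 5 in all 4 samples. By this measure 7679 genes (31.4% of those listed) were expressed in intact DRG, 7877 (32.2%) in unsorted and 7157 (29.2%) in MACS-sorted samples. With 1 replicate of a group left out in turn, the numbers were 7726 to 8061, 7916 to 8013 and 7223 to 7293. The count in intact DRG depended most on the FPKM limit and was 11882 with a limit of 1 FPKM in place of 5.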

We detected 7987 genes in intact DRG, 7929 genes in dissociated, unsorted samples and 7309 genes in MACS-sorted samples, corresponding to ~30% of known murine genes (Figure 2B). 

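Of the 8386 genes above 5 FPKM in all samples of at least 1 group, 6662 (79.4%) reached this level in intact, unsorted and MACS-sorted DRG alike. A further 711 did so in intact and unsorted DRG only, 182 in unsorted and MACS-sorted samples only and 110 in intact DRG and MACS-sorted samples only. The numbers confined to a single group were 196 for intact DRG, 322 for unsorted and 203 for MACS-sorted samples. The share common to the 3 groups ran from 74.9% with a limit of 10 FPKM to 83.9% with a limit of 1 FPKM. All 8 genes of a list of pan-neuronal markers and all 11 of a list of small-diameter nociceptor markers were in the common set, which also held 6 of 11 genes of a list for large-diameter neurons.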

The vast majority of these genes (6876, 81%) were expressed in all three groups (Figure 2C).

Cell-type enrichment analysis performed using the CTen platform (Shoemaker et al., 2012) accurately identified the overlapping genes as DRG and other neuronal cell types (Figure 2D). In contrast, genes found only in the intact and dissociated groups were not identified as neuronal, confirming the ability of the MACS sorting process to exclude non-neuronal cells.

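The genes expressed only in intact and unsorted DRG had a median of the mean FPKM of 3.96 in MACS-sorted samples and of 9.64 in unsorted samples. In the MACS-sorted samples 53 of them had a mean under 0.5 FPKM and 116 a mean under 1 FPKM, whereas 244 had a mean above 5 FPKM and fell below that level in at least 1 sample. Of these genes, 547 were called depleted in MACS-sorted against unsorted samples. The set held 5 of 8 satellite glia markers, 5 of 7 fibroblast markers, 2 of 7 Schwann cell markers, 2 of 7 neutrophil markers and 1 of 6 endothelial markers. It held 4 of 11 markers of large-diameter neurons and 0 of the pan-neuronal and small-diameter nociceptor markers. Of the Schwann cell markers, 4 were instead above 5 FPKM in every sample of the 3 groups. The cell-type enrichment with CTen was not repeated here.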

Principal component analysis (PCA) was performed on all genes. 

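Principal component analysis of log2(FPKM + 0.1), centred per gene, placed 57.4% of the variance on the first component, 12.9% on the second and 7.13% on the third. The MACS-sorted samples had first-component coordinates of 79.9 to 115, the unsorted samples −46.8 to −35.3 and the intact samples −68.4 to −48.4. The distance between group centroids over all genes was 145 for MACS-sorted and unsorted samples, 154 for MACS-sorted and intact samples and 72.7 for intact and unsorted samples. The first of these was 2.00 times the last. The mean distance between replicates was 83.8 in intact, 65.4 in unsorted and 100.5 in MACS-sorted samples, and intact replicate 1 lay at a mean distance of 105.8 from the other intact samples. On the second component, intact replicate 1 lay at 79.9 and the other intact samples at 10.2 to 16.3. Scaling every gene to unit variance moved these results most, to 34.5% on the first component and a ratio of 1.42.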

Intact DRG and dissociated, unsorted samples clustered closely together, while MACS-sorted samples clustered separately (Figure 2E). 

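Across genes, the squared Pearson correlation (r2) of log2(FPKM + 0.1) was 0.959 to 0.986 between intact replicates, 0.983 to 0.987 between unsorted replicates and 0.950 to 0.976 between MACS-sorted replicates. In intact DRG the pairs with replicate 1 gave 0.959 to 0.962. The highest value, 0.987, belongs to unsorted replicates 1 and 2, the pair with the smallest differences. Between samples of different groups, the median r2 was 0.972 for intact and unsorted samples, 0.913 for MACS-sorted and unsorted samples and 0.906 for MACS-sorted and intact samples. Genes are not independent replicates, and no p-value is given for these correlations. The scale moved the lowest value most: on untransformed FPKM it was 0.419, for MACS-sorted replicates 1 and 4.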

Pairwise comparison of replicates within each group revealed a high degree of correlation (r2 = 0.81–0.87), indicating the reproducibility of the preparation methods.

### The MACS-sorted cell transcriptome identifies novel nociceptor-enriched ion channel genes

Nociceptor genes were identified by comparing MACS-sorted and unsorted DRG preparations using the CuffDiff algorithm. A total of 2392 differentially expressed genes were discovered, of which 920 (38.5%) were enriched in the MACS-sorted samples and 1473 (61.5%) were depleted (Figure 3A).

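With limma and the 3 criteria, 2486 genes differed between MACS-sorted and unsorted samples, of which 981 (39.5%) were enriched and 1505 (60.5%) depleted in MACS-sorted samples. In 928 of the enriched and 1470 of the depleted genes, all 4 samples of one group lay above all 4 of the other. Among the enriched genes with the largest log2-fold changes were Ap1b1, Stk16, Trmt112 and Slc4a1. Ap1b1 (chromosome 11, 4947521 to 5042794) was listed at 0 in every unsorted sample and at 40.8, 50.3, 45.1 and 35.9 FPKM in MACS-sorted replicates 1 to 4, and it was also listed at 0 in all intact samples but replicate 1. Stk16 and Trmt112 were likewise listed at 0 in every unsorted sample, against 10.7 to 12.8 FPKM and 6.19 to 8.11 FPKM in MACS-sorted samples. In intact DRG, Stk16 was at 9.44 to 11.9 FPKM in replicates 1, 2 and 4 and listed at 0 in replicate 3, and Trmt112 was listed at 0 in every sample. The deposited file gives no read counts, so a listed 0 does not show that reads were absent. Slc4a1, which encodes a protein of the red blood cell membrane, reached 90.3 FPKM in MACS-sorted replicate 4 and at most 28.0 FPKM in the other MACS-sorted samples. Among the depleted genes, Pcdhac1, Rarres2, Egfl8 and Cntf were listed at 0 in every MACS-sorted sample and had values of 36.6 to 38.9, 19.7 to 28.1, 20.7 to 24.5 and 15.1 to 26.0 FPKM in unsorted samples. In intact DRG, Rarres2 was at 52.6 FPKM in replicate 1 and at 27.8 to 28.6 FPKM in the other samples, and Cntf at 63.3 and at 31.4 to 36.8 FPKM, while the highest unsorted value of Cntf, in replicate 4, stood apart from 15.1 to 17.0 FPKM in the others. Mmd2 (chromosome 5, 142563481 to 142608752) fell from 47.6 ± 4.73 to 0.326 ± 0.407 FPKM (SD, n = 4 each), a log2-fold change of −7.21 (standard error 0.48, adjusted p = 3.4e-06 from limma). With a log2 ratio of 1 in place of 0.5 as the criterion, 260 genes were enriched and 879 depleted, and with a mean above 1 FPKM in place of 5 the number of depleted genes was 2352. The balance also depended on the scaling between samples. Quantile normalization gave 1387 enriched and 1281 depleted genes, and median-ratio size factors gave 1188 and 1340. The red blood cell genes that the paper removed were not taken out of these counts. The paper identifies nociceptor genes by this comparison. It had reported that magnetic sorting enriches cells of small diameter and cells with a reporter for the sodium channel encoded by Scn10a.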

**Figure 3:**
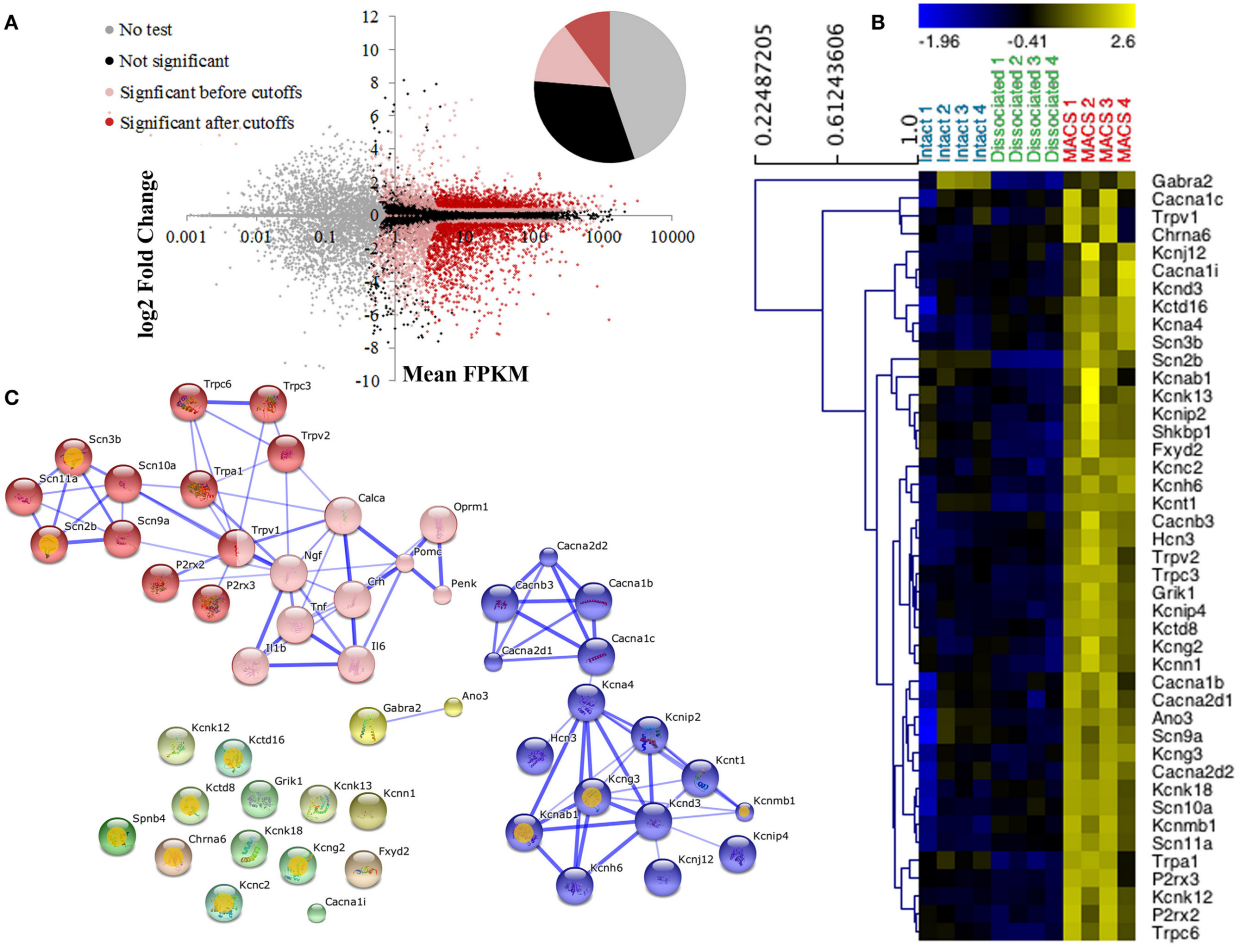
**Differential expression profiling of unsorted and MACS-sorted DRG cultures. (A)** Cuffdiff was used for differential expression testing between unsorted and MACS-sorted samples. Individual points represent genes. Of 23,991 annotated genes, 10,724 (44.7%) were not tested due to their low expression levels. Of the remaining genes, 7579 (31.6%) were not significantly differentially expressed and 5688 (23.7%) were. Of these, 2443 (10.2% of total) passed stringent fold change and expression criteria and were used for downstream analysis. **(B)** Heat map of ion channel expression in intact DRG, unsorted and MACS-sorted cultures. Genes are hierarchically clustered using average linkage clustering and expression is normalized by gene. Ion channels were identified by functional annotation enrichment analysis of MACS genes as they were found to be the most enriched gene class (GO term “ion channel activity,” *p* = 1.89E-10, FDR = 2.80E-07) **(C)** Network analysis of ion channel genes and pain-associated genes. Pink nodes represent pain-associated genes from the pain interactome (Jamieson et al., 2014); orange spots indicate genes with no known pain association; thickness of the edge represents the confidence of the interaction. Unbiased MCL clustering revealed two primary sub-clusters of ion channel genes, the majority of which have been previously studied in the context of pain. Many of the ion channels that do not group into these clusters are novel targets in the context of pain.

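Of the genes listed, 12038 had a mean of at least 1 FPKM over the MACS-sorted and unsorted samples and were tested. At an adjusted p-value under 0.05 from limma, 5592 of them differed, 2261 higher and 3331 lower in MACS-sorted samples, before the criteria on fold change and FPKM were applied. The median log2-fold change over all tested genes was −0.04. Testing every gene without a filter on low FPKM gave 6753 genes at this level out of 17657.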

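Ret, on chromosome 6 of mm10 from 118151748 to 118197744, had 220.5 ± 26.0 FPKM (SD, n = 4) in MACS-sorted and 132 ± 4.55 FPKM (SD, n = 4) in unsorted samples. Its log2-fold change was 0.74 (standard error 0.088, adjusted p = 1.1e-04 from limma), and the lowest MACS-sorted sample, at 193 FPKM, lay above the highest unsorted sample, at 138 FPKM. In intact DRG, Ret was at 86.6 FPKM in replicate 1 and at 109 to 110.1 FPKM in the other samples. Prph, on chromosome 15 from 99055174 to 99058978, had 1508 ± 231 FPKM in MACS-sorted and 867 ± 19 FPKM in unsorted samples (SD, n = 4 each), a log2-fold change of 0.79 (standard error 0.12, adjusted p = 3.9e-04 from limma). Its intact samples lay between 888 and 909 FPKM apart from replicate 2, at 773 FPKM. Both genes were higher in all 4 MACS-sorted than in all 4 unsorted samples.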

Consistent with the *in vitro* characterization, genes enriched in the MACS-sorted samples include many known small neuronal markers such as GDNF responsive receptor tyrosine kinase, *Ret* (log2-fold change = 0.79, *q* = 0.0002) and neurofilament peripherin (*Prph* log2-fold change = 0.39, *q* = 0.011). 

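Pvalb, on chromosome 15 from 78191118 to 78206351, had 7.80 ± 4.35 FPKM (SD, n = 4) in MACS-sorted and 82.4 ± 13.3 FPKM (SD, n = 4) in unsorted samples. The log2-fold change was −3.67 (standard error 0.51, adjusted p = 2.8e-04 from limma). In intact DRG, Pvalb was at 441 FPKM in replicate 1 and at 61.8 to 67.8 FPKM in the other samples, so that the spread of that group exceeds its difference from unsorted DRG. Slc1a3, on the same chromosome from 8634124 to 8710807, had 0.0364 ± 0.025 FPKM in MACS-sorted and 4.83 ± 0.37 FPKM in unsorted samples (SD, n = 4 each). Its log2-fold change was −5.19 on the log2(FPKM + 0.1) scale (standard error 0.26, adjusted p = 7.2e-07 from limma), and the log2 ratio of the group means was −7.05. With a mean under 5 FPKM in the higher group, Slc1a3 passed the p-value and fold change criteria but was not called. For Pvalb and for Slc1a3, no MACS-sorted sample reached the lowest unsorted sample.

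**Figure D2:**
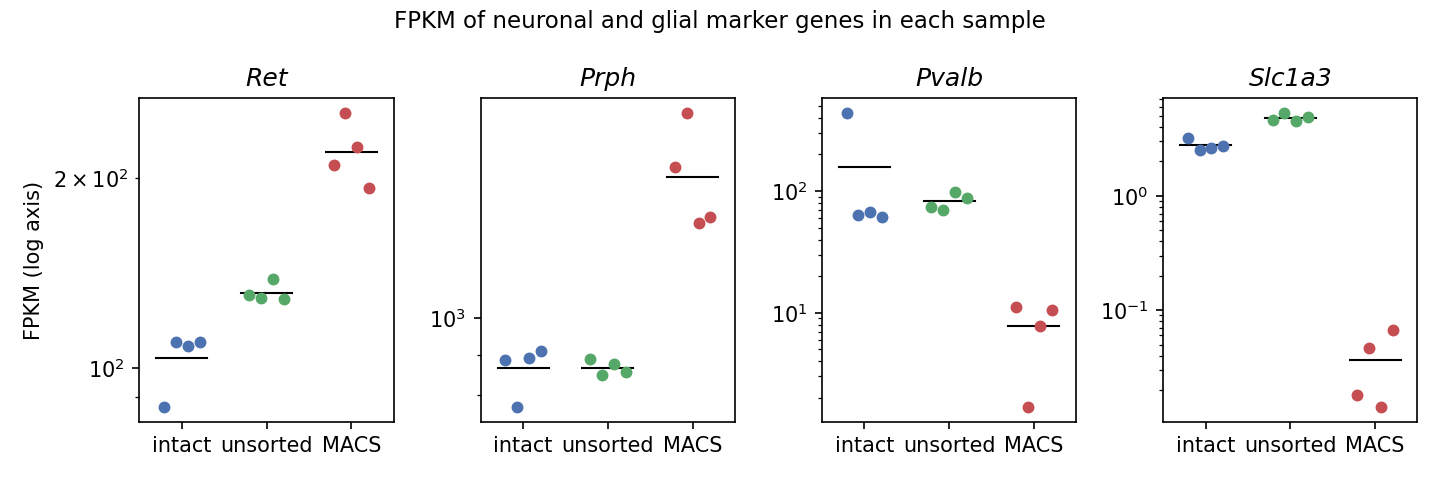
FPKM of Ret, Prph, Pvalb and Slc1a3 in each intact, unsorted and MACS-sorted sample, on a log axis; each point is one sample and each horizontal line is the mean of its group of 4. Ret and Prph are higher, and Pvalb and Slc1a3 lower, in every MACS-sorted than in every unsorted sample, and intact replicate 1 stands apart for Pvalb at 441 FPKM.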

Depleted genes include the large neuronal marker parvalbumin (log2-fold change = −3.34, *q* = 0.0002) and the glial cell glutamate transporter GLAST-1 (*Slc1a3*, log2-fold change = −6.99, *q* = 0.0044). The genes enriched in MACS-sorted neurons represent all genes expressed more abundantly in nociceptors than in other DRG neurons and non-neuronal cells. To determine whether these genes may also be nociceptor-specific, we performed an *in silico* analysis of MACS transcriptional data against global gene expression data from pure cortical neurons (Zhang et al., 2014). 6140 genes were found to be differentially expressed between the two datasets, of which 3190 (52%) were enriched in cortical neurons and 2950 (48%) were enriched in nociceptors (described in Supplementary Figure 2 and Supplementary Table 2). Of the 920 genes most enriched in the MACS-sorted preparation compared to unsorted DRG, 548 (68%) were also significantly enriched compared to cortical neurons. This suggests that these genes are not only nociceptor-enriched, but may in fact be nociceptor-specific.

Table 1 below shows highlighted results. All MACS vs. DRG values are accessible in Supplementary Table 1 and MACS vs. Cortical Neurons may be found in Supplementary Table 2.

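All 21 genes of Table 1 had a positive log2-fold change between MACS-sorted and unsorted samples, from 0.48 to 2.08 with a median of 0.82, and an adjusted p-value under 0.05 from limma. The paper lists them as enriched in these same samples, so their shared direction is not an independent test. In 19 of them every MACS-sorted sample lay above every unsorted sample, the exceptions being Tac1 and Trpv1. By the 3 criteria 19 were enriched, and Calcb and Scn9a were not, since the log2 ratios of their group means were 0.496 and 0.493. Mrgpra3, on chromosome 7 from 47588950 to 47601372, changed most, from 11.4 ± 1.72 to 48.7 ± 6.01 FPKM (SD, n = 4 each; adjusted p = 1.8e-06 from limma). Scn11a rose from 119.6 ± 3.87 to 246 ± 37.3 FPKM and Scn10a from 173 ± 12.1 to 284 ± 32.0 FPKM (SD, n = 4 each). Mrgprd had 59.9 FPKM in MACS-sorted replicate 4 and 118 to 124 FPKM in the other MACS-sorted samples, and Scn10a 237 against 297 to 306 FPKM. Scn10a was also apart in unsorted replicate 3, at 191 against 165 to 169 FPKM, and in intact replicate 1, at 101 against 155 to 161 FPKM. The estimate for Sst rests on a wide spread, with 63.1 FPKM in MACS-sorted replicate 1 and 17.5 to 19.9 FPKM in the other MACS-sorted samples (log2-fold change 0.99, adjusted p = 0.049 from limma). For Sst, leaving out 1 replicate at a time put the adjusted p above 0.05 in 5 of 8 fits. Tac1 had a log2-fold change of 0.54 (standard error 0.20, adjusted p = 0.048 from limma) and an exact permutation p of 0.114, with MACS-sorted samples from 152 to 299 FPKM and unsorted samples from 118 to 185 FPKM. In intact DRG, Tac1 was at 321 FPKM in replicate 1 and at 128 to 152 FPKM in the others. The comparison with cortical neurons was not analysed here.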

**Table 1:** **Genes with known roles in pain and somatosensation are enriched in MACS-sorted nociceptors compared to unsorted DRG (see also Supplementary Table 1)**.

**Gene name**	**Full gene description**	**Fold change MACS vs. dissociated DRG**	**Fold change MACS vs. cortical neurons**
*Calcb*	Calcitonin-related polypeptide beta	1.46	487.22
*Mrgpra2b*	MAS-related GPR, member A2B	1.87	inf
*Mrgpra3*	MAS-related GPR, member A3	4.42	inf
*Mrgprb4*	MAS-related GPR, member B4	1.86	inf
*Mrgprb5*	MAS-related GPR, member B5	3.25	inf
*Mrgprd*	MAS-related GPR, member D	2.01	inf
*Mrgpre*	MAS-related GPR, member E	1.48	5.63
*Mrgprx1*	MAS-related GPR, member X1	3.19	inf
*P2rx2*	Purinoreceptor 2	3.36	4.95
*P2rx3*	Purinoreceptor 3	1.90	695.23
*P2ry1*	Purinergic receptor P2Y, G-protein coupled, 1	2.51	7.37
*Prph*	Peripherin	1.80	1189.14
*Ret*	RET (GDNF receptor)	1.74	190.11
*Scn10a*	Na_v_1.8	1.71	8010.07
*Scn11a*	Na_v_1.9	2.14	3084.88
*Scn9a*	Na_v_1.7	1.47	38.76
*Sst*	Somatostatin	2.41	0.02
*Tac1*	Protachykinin-1 (Substance P precursor)	1.53	24.97
*Trpa1*	TRPA1	1.83	176.05
*Trpv1*	TRPV1	1.47	50.21
*Trpv2*	TRPV2	1.56	5.44

Many of these genes are also enriched in MACS-sorted nociceptors compared to cortical neurons, indicating that these genes are not only nociceptor-enriched, but may in fact be nociceptor-specific (see also Supplementary Figure 2 and **Table 2**).

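The 43 genes related to ion channel activity were all tested between MACS-sorted and unsorted samples, and all had a positive log2-fold change, from 0.45 to 1.95 with a median of 0.81. At an adjusted p-value under 0.05 from limma there were 41 over all genes tested and 42 over the list alone, and 39 were higher in every MACS-sorted than in every unsorted sample. The list is made of the paper's own calls on these samples. By the 3 criteria 37 were enriched. Of the other 6, Gabra2 and Chrna6 had adjusted p-values of 0.060 and 0.111, and Cacna1c and Kcnj12 had log2 ratios of group means of 0.488 and 0.481; Scn9a and Kcnab1 also fell short of 0.5. The largest changes were those of Cacna1i, from 1.77 to 7.23 FPKM (log2-fold change 1.95, standard error 0.26), Fxyd2 at 1.68, P2rx2 at 1.60, Kcnh6 at 1.44 and Kcnk12 at 1.35. The fold change criterion moved the count most, to 17 genes with a log2 ratio above 1.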

Functional annotation clustering using DAVID indicates that genes enriched in MACS-sorted preparations possess GO terms related to ion channel activity and ion binding (false discovery rate corrected *p*-value range 6.55e-4–2.8e-7; Supplementary Table 3), and 43 genes related to ion channel activity were identified for downstream analysis (Figure 3B).

Jamieson et al. (2014) have recently described the pain interactome, a pain-specific protein-protein interaction network (Jamieson et al., 2014). Using the key nodes of the pain interactome alongside the 43 ion channel activity genes in an unbiased network analysis we discovered two major gene clusters (Figure 3C). The largest cluster contained the known pain-related genes from the pain interactome as well as various transient receptor potential channel members, purinoreceptors and voltage-gated sodium channel subunits, the majority of which have known functions in somatosensation or nociception. 

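Cacna2d1, on chromosome 5 of mm10 from 15934691 to 16374511, had 53.3 ± 5.71 FPKM (SD, n = 4) in MACS-sorted and 35.9 ± 3.29 FPKM (SD, n = 4) in unsorted samples. Unsorted replicate 3 was at 31.0 FPKM and the other unsorted samples at 37.1 to 37.8 FPKM. The lowest MACS-sorted sample was at 46.1 FPKM. The log2-fold change was 0.56 (standard error 0.097, adjusted p = 0.0011 from limma). The network analysis draws on protein interactions and was not repeated here.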

The second cluster primarily contained calcium and potassium channel subunits, including the calcium channel subunit *Cacna2d1* (alpha-2-delta-1) which is the major target of the neuropathic pain drug, gabapentin (Bauer et al., 2009). The remaining ion channel activity-related genes did not form clusters as they had no known interactions with either the pain-related genes or the calcium and potassium channel subunits, therefore representing a novel subset of nociceptor-enriched ion channel genes, the majority of which have not been previously linked to pain.

### Differential splicing of the TrkB receptor in neurons and non-neuronal cells

One major advantage of RNA-Sequencing over microarrays is the ability to measure isoform-level differences between samples. Using Cuffdiff we identified 2444 transcripts that were differentially expressed between MACS-sorted samples and unsorted DRG samples, of which 1473 were depleted and 971 were enriched in nociceptors, as well as 99 genes with alternate promoter use and 63 genes that were differentially spliced (Supplementary Table 4). Interestingly, one of the genes that was significantly differentially expressed at the transcript level was the brain-derived nerve growth factor (BDNF) receptor, *Ntrk2* (TrkB). There are two isoforms of mouse *Ntrk2*: one (NM_001025074) encodes the full-length receptor and the other (NM_008745) encodes a truncated version. Although both isoforms were depleted from MACS cultures, the truncated form was downregulated to a much greater extent (log2-fold change = −2.9, = −6.9, Figure 4) and the message was virtually absent (mean FPKM = 0.23, s.e.m. = 0.12, Figure 4 and Supplementary Table 4). This was similar to what was observed for known non-neuronal genes in the MACS-sorted samples, for example the voltage gated potassium channel Kir4.1 (*Kcnj10*, FPKM = 0.15, Supplementary Table 1) and the glutamate transporter GLAST-1 (*Slc1a3* FPKM = 0.04, Supplementary Table 1). This suggests that, in contrast to CNS tissues where the truncated form is expressed in both neuronal and non-neuronal cells, in DRG truncated TrkB is primarily expressed in non-neuronal cells while neurons only express the full length isoform.

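Over all its transcripts together, Ntrk2 (chromosome 13, 58806569 to 59133970) had 3.37 ± 1.31 FPKM (SD, n = 4) in MACS-sorted and 37.6 ± 2.64 FPKM (SD, n = 4) in unsorted samples, with 24.9 ± 2.60 FPKM (SD, n = 4) in intact DRG. The log2-fold change between MACS-sorted and unsorted samples was −3.53 (standard error 0.25, adjusted p = 5.3e-06 from limma). Single MACS-sorted samples lay between 1.75 and 4.85 FPKM and unsorted samples between 35.2 and 40.2 FPKM. The values are per gene, and the isoforms were not analysed here.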

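Kcnj10, on chromosome 1 from 172341210 to 172374085, had 0.119 ± 0.088 FPKM (SD, n = 4) in MACS-sorted and 20.5 ± 2.70 FPKM (SD, n = 4) in unsorted samples. Its log2-fold change on the log2(FPKM + 0.1) scale was −6.65 (standard error 0.30, adjusted p = 4.2e-07 from limma), and the log2 ratio of the group means was −7.43. The highest MACS-sorted sample, at 0.206 FPKM, lay below every intact sample, which ran from 9.10 to 11.0 FPKM.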

**Figure 4:**
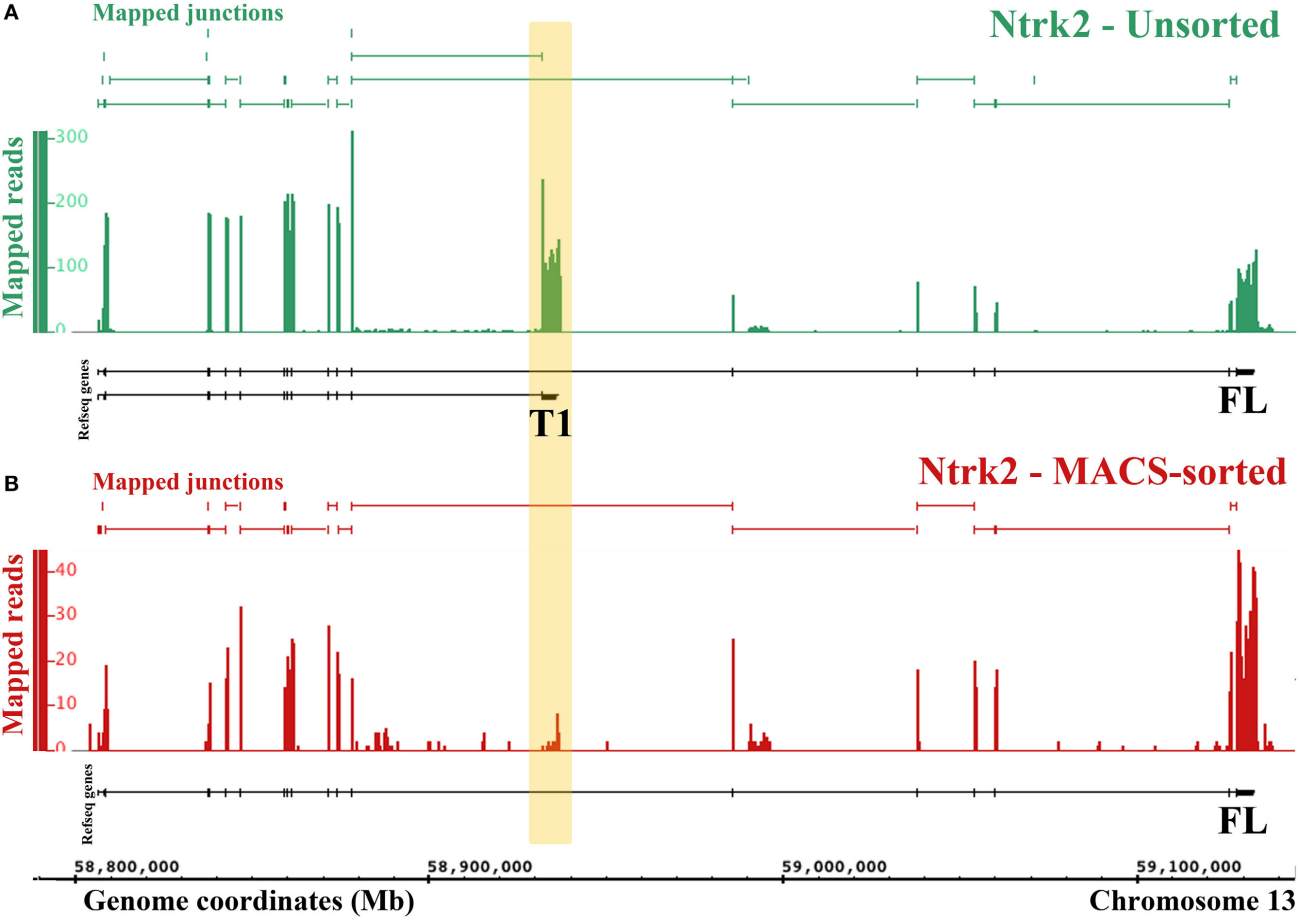
**RNA-Seq reveals differential expression of Ntrk2 isoforms in MACS-sorted cultures**. Figure generated by the Integrated Genome Browser using mapped reads from one MACS-sorted **(B)** and one unsorted sample **(A)**. Both Ntrk2 isoforms are depleted from MACS-sorted cultures, though some message remains. Interestingly, the junction between exons (16 and 17) is not detected in the MACS-sorted cultures, implying that this isoform is not expressed in nociceptors.

Isoform-specific expression analyses were also performed against cortical neurons. These results may be accessed in Supplementary Table 5.

### MACS-sorting identifies novel transcription factors present in nociceptors

Transcriptional regulation is an important mechanism for chronic pain (Perkins et al., 2014). 

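The 70 genes of the list for nucleic acid binding and transcription factor activity all had a positive log2-fold change between MACS-sorted and unsorted samples, from 0.37 to 2.11 with a median of 0.70. At an adjusted p-value under 0.05 from limma there were 69, over all genes tested and over the list alone, and 66 were higher in every MACS-sorted than in every unsorted sample. These genes were chosen by the paper from its own calls on the same samples. By the 3 criteria 53 were enriched, and 13 with a log2 ratio above 1, the setting that moved the count most. Zmym6, with an adjusted p-value of 0.267, was the gene that missed the p-value criterion. The largest changes were those of Bhlha9 (chromosome 11, 76672470 to 76673676), from 4.43 ± 0.52 to 20.4 ± 7.63 FPKM (SD, n = 4 each), of Klf5, and of Ldb2 at a log2-fold change of 1.28. In Myt1, MACS-sorted replicate 4 lay at 21.8 FPKM and the other MACS-sorted samples at 27.2 to 28.1 FPKM, and in Prdm12 unsorted replicate 4 lay at 48.9 FPKM and the others at 53.7 to 54.2 FPKM.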

Functional annotation analysis of nociceptor-enriched genes identified 70 genes associated with nucleic acid binding and transcription factor activity (the top 15 are presented in Table 2, below, with the full list in Supplementary Figure 3). This list includes *Tlx3* and *Pou4f1*, genes that are known to be critical for sensory neuron development (Lopes et al., 2012; Zou et al., 2012) as well as 49 genes whose role in pain and somatosensation is not yet known. 

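Tlx3, on chromosome 11 from 33200752 to 33203588, had 67.5 ± 8.13 FPKM (SD, n = 4) in MACS-sorted and 31.4 ± 1.76 FPKM (SD, n = 4) in unsorted samples, a log2-fold change of 1.10 (standard error 0.089, adjusted p = 1.1e-05 from limma). Pou4f1, on chromosome 14 from 104462325 to 104467999, had 80.7 ± 8.76 and 52.0 ± 2.5 FPKM (SD, n = 4 each), a log2-fold change of 0.63 (standard error 0.084, adjusted p = 2.3e-04 from limma). Each gene was higher in every MACS-sorted than in every unsorted sample.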

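Klf5, on chromosome 14 from 99298691 to 99313409, rose from 11.5 ± 0.61 FPKM in unsorted to 34.1 ± 3.56 FPKM in MACS-sorted samples (SD, n = 4 each), a log2-fold change of 1.55 (standard error 0.086, adjusted p = 1.3e-06 from limma). Med10, on chromosome 13 from 69809882 to 69816094, rose from 23.2 ± 0.24 to 42.7 ± 4.87 FPKM (SD, n = 4 each; adjusted p = 2.5e-05 from limma). Myc, on chromosome 15 from 61985341 to 61990361, rose from 3.75 ± 0.40 to 5.39 ± 0.75 FPKM (SD, n = 4 each), and its adjusted p was 0.010 from limma. Stat6, on chromosome 10 from 127642986 to 127660987, rose from 28.9 ± 0.54 to 37.6 ± 2.42 FPKM (SD, n = 4 each; adjusted p = 9.9e-04 from limma), and its log2 ratio of group means of 0.38 lay under the criterion. Every MACS-sorted sample lay above every unsorted sample for each of these genes.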

Unbiased network analysis indicates that among these newly identified nociceptor transcription factors, *Klf5*, *Med10*, *Myc*, and *Stat6* are predicted to interact with key nodes of the pain interactome (Supplementary Figure 4; Jamieson et al., 2014).

**Table 2:** **The most highly enriched genes with nucleic acid binding functions present in nociceptors**.

**Gene symbol**	**Full gene name**	**FPKM unsorted**	**FPKM MACS**	**log2-fold change**
*Bhlha9*	Basic helix-loop-helix family member a9	5.45	26.06	2.26
*Klf5*	Krueppel-like factor 5	14.20	43.55	1.62
*Ldb2*	Lim domain binding 2	47.25	119.58	1.34
***Sox11***	SRY-box 11	2.30	5.55	1.27
*Pou4f2*	POU domain class 4 transcription factor 2/Brn3b	7.57	18.23	1.27
***Pdlim1***	PDZ and LIM domain protein 1	6.50	15.58	1.26
*Zbtb48*	Zinc finger and BTB containing 48	2.24	5.28	1.23
*Atf5*	Activating transcription factor 5	32.35	75.84	1.23
***Isl2***	Islet 2	81.72	190.99	1.22
***Tlx3***	T-cell leukemia homeobox 3	38.59	86.16	1.16
***Myt1***	Myelin transcription factor 1	15.02	33.49	1.16
*Grhl3*	Grainyhead-like 3	3.73	8.26	1.15
*Casz1*	Castor zinc-finger 1	14.45	31.99	1.15
*Prdm12*	PR domain containing 12	64.85	142.95	1.14
*Aff2*	AF4/FMR2 family member 2	2.92	6.42	1.13

Genes already known to have a role in these cells are highlighted in bold.

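Between unsorted and intact DRG, Sox4 (chromosome 13, 28950730 to 28953682) rose from 6.67 ± 0.34 FPKM in intact to 9.05 ± 0.74 FPKM in unsorted samples (SD, n = 4 each). Its log2-fold change was 0.43 (standard error 0.081, adjusted p = 0.0082 from limma). Zfhx3 (chromosome 8, 108714644 to 108961636) was at 8.18 ± 1.77 FPKM in intact and 10.7 ± 0.97 FPKM in unsorted samples (SD, n = 4 each), a log2-fold change of 0.41 (standard error 0.16, adjusted p = 0.101 from limma). Intact replicate 1 had 5.55 FPKM of Zfhx3, against 8.66 to 9.26 FPKM in the other intact samples, and without that replicate the adjusted p was 0.044. Every unsorted sample lay above every intact sample for Sox4 and for Zfhx3. Over all genes tested in these samples, 531 were called higher and 342 lower in unsorted DRG. The intact and unsorted samples also differed in Xist, at 16.1 to 24.4 FPKM in intact DRG and at most 0.337 FPKM in the other 8 samples, and in the Y-linked gene Ddx3y, at no more than 0.0227 FPKM in intact DRG and at least 9.29 FPKM in the others.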

Importantly, comparison of intact DRG vs. dissociated DRG samples indicated that only two of these genes were found to be significantly induced after dissociation, though fold changes were small (*q* < 0.05, *Zfhx3* log2 fc = 0.39, *Sox4* log2 fc = 0.45, Supplementary Table 6). This implies that this list does not represent de novo induction of transcription factor expression as a result of cell extraction and sorting, but rather reflects enrichment in nociceptors.

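Of the 70 genes on the transcription factor list, 2 were higher and 14 lower in unsorted than in intact DRG at an adjusted p-value under 0.05 from limma, with the same counts when adjusted over the list alone. The 2 were Sox4 and Aff3, the latter with a log2-fold change of 0.27 (standard error 0.070, adjusted p = 0.027 from limma), and neither passed the fold change criterion. Over the list the log2-fold change was positive for 28 genes and negative for 42, with a median of −0.08. The largest decreases were those of Bhlha9 at −0.88, Pdlim2 at −0.69, E4f1 at −0.63 and Zbtb48 at −0.60, and 6 genes were called lower in unsorted DRG. Every unsorted sample lay above every intact sample for 4 genes and below for 16. The paper chose the list for lower values in the same unsorted samples than in MACS-sorted ones, which favours decreases in this comparison. Leaving out intact replicate 1 moved the first count most, to 6 genes. Between MACS-sorted and intact samples, 43 of the 70 genes were called enriched and 68 had a positive log2-fold change. From the low number of induced genes, the paper reasons that the list reflects enrichment in nociceptors.

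**Figure D3:**
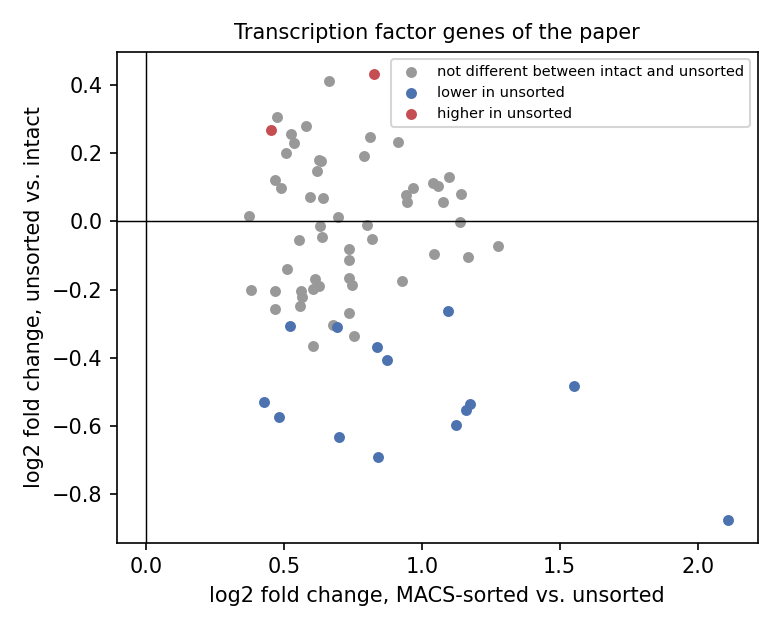
Log2-fold changes of the 70 genes of the transcription factor list, MACS-sorted against unsorted DRG on the horizontal axis and unsorted against intact DRG on the vertical axis; each point is one gene, red for the 2 genes higher and blue for the 14 lower in unsorted than in intact DRG at an adjusted p-value under 0.05, grey for the others. All points lie to the right of 0 on the horizontal axis, and 42 lie below 0 on the vertical axis.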

## Discussion

We present the first application of magnetic cell sorting (MACS) to isolate and characterize nociceptor neurons from the adult DRG using RNA-sequencing. We find that MACS increases the purity of DRG sensory neuron cell body preparations from <10% to >95%, a purity that cannot be obtained through any other method. These MACS preparations are enriched for nociceptor neurons <30 μm in size expressing the voltage gated sodium channel, Na_v_1.8. Comparison of RNA-sequencing data in unsorted and nociceptor-enriched MACS-sorted preparations enables genome-wide resolution of the nociceptor transcriptome. We present novel biological insight into the ion channels, growth factor receptor isoforms and transcription factors present in these cells, and anticipate that both the novel sorting technique used and the data generated will be of great utility to researchers studying nociceptors in the context of pain, injury and regeneration.

The importance of attaining cell-type specificity in the context of high-throughput transcriptomic technologies (most often microarray and RNA-sequencing) is becoming increasingly clear (as reviewed in Okaty et al., 2011a; Cruz et al., 2013). Data generated from central nervous system (CNS) or peripheral nervous system (PNS) tissue, given the high level of heterogeneity, is subject to a number of limitations. The first is that any transcriptional change occurring in small populations of cells is likely to be underestimated if assessed in a composite tissue. Likewise, genes regulated in opposite directions in neighboring cell types will appear static in composite data. Similarly, transcripts which are differentially spliced in different cell types cannot be distinguished. Furthermore, following experimental manipulations such as injury, any change in the population of cells present in the tissue (such as infiltration of immune cells) complicates the attribution of any observed transcriptional change.

Obtaining cell-type specificity requires a means of identifying, and a means of isolating cells of interest. A number of features of adult neural tissue limit the applicability of the most common high throughput sorting technique, fluorescence-activated cell sorting (FACS), in PNS. The sensitivity of adult neuronal cell bodies to physical stress, the requirement for enzymatic disruption of tissue that may affect extracellular antibody epitopes, and the relatively small number of cells available make it difficult to recover sufficient RNA for high-throughput applications when flow sorting PNS tissue.

Another sorting technique that is suitable for transcriptome analysis of neural tissue is Translating Ribosome Affinity Purification (TRAP)-Seq. TRAP requires a transgenic mouse with a cell-type specific reporter allowing the labeling and isolation of ribosome-associated RNA within the cells of interest. One strength of the technique is that cell-type specific data can be pulled down from a composite tissue without having to separate constituent cell types. However, data generated using this technique does appear to be subject to a high degree of contamination from other cell types (Okaty et al., 2011b). Furthermore, TRAP is entirely dependent on the fidelity of the cell-type reporter used, and, in contrast to RNA-sequencing of whole-cell lysate, cannot detect non-coding RNA species.

Both FACS and TRAP require a transgenic reporter with high fidelity for the cell type of interest, and are not applicable to non-transgenic animals. In contrast, the MACS-sorting technique can generate pure neuronal preparations from standard laboratory animals with sufficient yield to carry out genome-wide sequencing.

Aside from transcriptomic studies, MACS cultures will also be extremely useful for *in vitro* study. Previously, preparing an enriched preparation of DRG neurons required extended culture (> 1 week) in the presence of a mitotic inhibitor to deplete contaminating non-neuronal cells (Lerch et al., 2012). This culture procedure is not widely used because of concerns about off-target effects of mitotic inhibitors on neurons (Wallace and Johnson, 1989), the likelihood that DRG neuron phenotype following prolonged culture will no longer resemble that of intact DRG (Buschmann et al., 1998) and the low purity of the culture it produces [74% neuronal (Lerch et al., 2012)]. For these reasons, most investigators simply use mixed cultures when studying DRG. However, for experiments focused on growth factor signaling, where contaminating non-neuronal cells are sensitive to and able to release growth factors, impurity of DRG culture is a significant limitation (Kalous et al., 2012). The ability to generate pure neuronal cultures will significantly simplify interpretation of *in vitro* experiments using dissociated DRG neurons.

Our study design allowed us to identify nociceptor-enriched genes by comparing global gene expression profiles of MACS-sorted small DRG neurons and dissociated whole ganglia. Further *in silico* analysis to compare nociceptor and cortical neuron transcriptomes revealed that the majority of nociceptor-enriched genes may also be PNS-specific, as these were found to be significantly upregulated compared to cortical neurons. These genes may therefore be useful drivers for nociceptor-specific Cre lines, or for PNS-specific drug targeting. Further investigation of other PNS neuronal subtypes, for example autonomic ganglia, would help to refine this list.

One limitation of our study is that we cannot definitively determine the source of genes that are expressed at lower levels in nociceptors compared to the whole DRG. This is because these transcripts could come from either large neurons or non-neuronal cells. However, we observed that known non-neuronal genes tend to have very low expression levels in MACS sorted cultures (FPKM < 0.5). 

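The mean FPKM in MACS-sorted samples was under 0.5 for 8 of 8 macrophage markers, 4 of 7 neutrophil markers, 3 of 8 satellite glia markers, 1 of 7 fibroblast markers and 0 of the 7 Schwann cell and 6 endothelial markers. The medians of these means were 0.131 FPKM for macrophages, 0.167 for neutrophils, 1.63 for fibroblasts, 2.40 for satellite glia, 5.69 for endothelial cells and 12.7 for Schwann cells. In unsorted samples they were 2.38, 2.22, 47.4, 100.1, 7.00 and 78.1 FPKM in the same order. Of the lymphocyte and oligodendrocyte lists, 4 of 7 and 5 of 7 genes had a mean under 0.5 FPKM in MACS-sorted samples. Their medians were already 0.232 and 0.0382 FPKM in unsorted samples. The median log2-fold change was −6.02 for satellite glia, −5.89 for fibroblasts, −3.94 for Schwann cells, −3.43 for macrophages and −3.06 for neutrophils. For endothelial markers it was −0.52, and none of the 6 was lower in every MACS-sorted than in every unsorted sample, in contrast to all 8 of the satellite glia markers. Pecam1 had 6.40 ± 3.41 FPKM in MACS-sorted and 7.66 ± 1.36 FPKM in unsorted samples (SD, n = 4 each; exact permutation test, two-sided p = 0.514).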

We used this heuristic to interpret the alternate Ntrk2 isoform expression (Figure 4). Further work to isolate and transcriptionally profile all of the cell types of the DRG are required to verify the origin of depleted transcripts. However, in the absence of this information, the list of depleted genes may still be used to inform experiments. If researchers are interested in a particular receptor due to pharmacological efficacy, our differential expression data will help to identify whether results may be due to a direct action on nociceptors (i.e. if the receptor is enriched), or an indirect action (if the receptor is not present).

Many of the ion channels we identify in nociceptors (including *Kcnab1, Scn2*, and *Kcnc2*) have not previously been described in the PNS. 

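Kcnab1, on chromosome 3 from 65109368 to 65378225, had 71.7 ± 13 FPKM in MACS-sorted and 50.8 ± 1.42 FPKM in unsorted samples (SD, n = 4 each), and its log2 ratio of group means, 0.497, lay just under the criterion (adjusted p = 0.0088 from limma). Kcnc2, on chromosome 10 from 112271123 to 112466304, rose from 4.91 ± 0.53 to 9.48 ± 0.43 FPKM (SD, n = 4 each), a log2-fold change of 0.94 (standard error 0.097, adjusted p = 4.6e-05 from limma). No gene is listed under the symbol Scn2. Scn2b, on chromosome 9 from 45117876 to 45130070, rose from 15.8 ± 0.80 to 43.3 ± 17.7 FPKM (SD, n = 4 each; log2-fold change 1.33, adjusted p = 0.0052 from limma), with MACS-sorted replicate 3 at 18.8 FPKM and the others at 43.9 to 60.3 FPKM. In intact DRG it had 34.2 ± 1.18 FPKM (SD, n = 4), so unsorted samples were lower than intact ones (log2-fold change −1.11, adjusted p = 4.1e-05 from limma), while MACS-sorted and intact samples differed by 0.21 (adjusted p = 0.619 from limma). Scn2a1, on chromosome 2 from 65670445 to 65767447, rose from 1.18 ± 0.022 to 2.31 ± 0.39 FPKM (SD, n = 4 each; adjusted p = 0.0015 from limma) and stayed under 5 FPKM. Each of these genes was higher in all 4 MACS-sorted than in all 4 unsorted samples.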

Given the attractiveness of therapeutics targeting ion channels such as the sodium channel Na_v_1.7 (Eijkelkamp et al., 2012; Lee et al., 2014), these channels could constitute novel targets for the treatment of pain or itch. One interesting feature of the nociceptor transcriptome we observe is the relatively low enrichment of TRPV1 (log_2_ FC = 0.59) in the MACS-sorted preparation. This likely reflects the size-selection of the MACS method, which will exclude TRPV1+ A-fibers. This results in a relatively low enrichment for TRPV1 in the MACS-sorted preparation relative to unsorted DRG, as the latter contains these TRPV1+ A-fibers (Mitchell et al., 2010).

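Trpv1, on chromosome 11 from 73238259 to 73260507, had 51.2 ± 12.5 FPKM (SD, n = 4) in MACS-sorted, 36.1 ± 4.61 FPKM (SD, n = 4) in unsorted and 38.7 ± 4.72 FPKM (SD, n = 4) in intact samples. The log2 ratio of group means between MACS-sorted and unsorted samples was 0.51 and the log2-fold change 0.48 (standard error 0.17, adjusted p = 0.048 from limma). The groups overlapped, with MACS-sorted replicate 4 at 34.6 FPKM and the unsorted samples at 31.6 to 42.5 FPKM, and an exact permutation test of the group means gave a two-sided p of 0.114. With 1 replicate left out at a time, the log2-fold change lay between 0.35 and 0.65 and the adjusted p rose above 0.05 in 6 of 8 fits.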

The nociceptor-enriched transcription factors we describe include a number with known roles in DRG morphogenesis and function. These include *Tlx3* and *Pou4f1*, which control the development of subsets of nociceptors (Lopes et al., 2012; Zou et al., 2012). Disrupting expression of nociceptor development-controlling transcription factors can be incredibly informative—for example, disruption of Runx1 reveals the genes uniquely expressed in cutaneous and deep-tissue innervating nociceptors (Yang et al., 2013), while Runx3 can be used to disrupt development of DRG proprioceptive neurons peripheral and central axonal projections (Inoue et al., 2002; Levanon et al., 2002).

Of the 70 genes with nucleic acid binding activity we identify in nociceptors, only 21 have a known function in DRG. 

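Sox11, on chromosome 12 from 27334268 to 27342718, rose from 1.86 ± 0.11 FPKM in unsorted to 4.34 ± 1.26 FPKM in MACS-sorted samples (SD, n = 4 each), a log2-fold change of 1.14 (standard error 0.18, adjusted p = 7.1e-04 from limma). Nfil3, on chromosome 13 from 52967209 to 52981039, rose from 2.31 ± 0.35 to 4.44 ± 0.68 FPKM, and Hivep3, on chromosome 4 from 119814678 to 120135411, from 2.38 ± 0.41 to 3.99 ± 0.21 FPKM (SD, n = 4 each). Their log2-fold changes were 0.91 and 0.73. As their means stayed under 5 FPKM, Sox11, Nfil3 and Hivep3 met the p-value and fold change criteria only. Smad1, on chromosome 8 from 79338398 to 79399468, rose from 15.3 ± 1.05 to 21.5 ± 1.60 FPKM (SD, n = 4 each; adjusted p = 8.1e-04 from limma), with a log2 ratio of group means of 0.493. Pdlim1, on chromosome 19 from 40222239 to 40271616, was called enriched, with 5.29 ± 0.84 FPKM in unsorted and 12.2 ± 3.11 FPKM in MACS-sorted samples (SD, n = 4 each; adjusted p = 4.3e-04 from limma), of which replicate 2 lay at 16.8 FPKM and the others at 9.94 to 11.1 FPKM. In intact DRG Pdlim1 was at 7.63 ± 0.30 FPKM (SD, n = 4), above every unsorted sample.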

Of these 21 previously characterized genes, many control neurite outgrowth and axonal regeneration following injury, including *Sox11*, *Pdlim1, Nfil3, Hivep3*, and *Smad1* (Jankowski et al., 2006; Wu et al., 2006; Macgillavry et al., 2009; Ohno et al., 2009; Zou et al., 2009). The remaining 49 uncharacterized genes include *Pou4f2* and *Atf5*, genes involved in the acute response to damage and axon outgrowth in the optic nerve, another popular model tissue for regeneration (Huang et al., 2014; Yasuda et al., 2014).

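Pou4f2, on chromosome 8 from 78433009 to 78436652, rose from 6.16 ± 0.93 FPKM in unsorted to 14.2 ± 4.71 FPKM in MACS-sorted samples (SD, n = 4 each), with an adjusted p of 0.0034 from limma. The MACS-sorted samples lay between 8.05 and 19.2 FPKM, all above the highest unsorted sample at 7.21 FPKM. Atf5, on chromosome 7 from 44812256 to 44816658, rose from 25.9 ± 1.57 to 59.4 ± 14.8 FPKM (SD, n = 4 each), a log2-fold change of 1.16 (standard error 0.16, adjusted p = 2.8e-04 from limma). In intact DRG Atf5 was at 38.5 ± 7.08 FPKM (SD, n = 4), and unsorted DRG was lower by a log2-fold change of −0.55 (adjusted p = 0.016 from limma).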

The finding of differential expression of the full length (FL) and truncated (T1) isoforms of the BDNF receptor TrkB suggests for the first time that only TrkB FL is present in nociceptors, with TrkB T1 expressed in non-neuronal cells of the DRG (Schwann cells or satellite glia). This advances previous studies in the CNS, where TrkB T1 was found in glia, but both forms were detected in neurons (Frisen et al., 1993; Armanini et al., 1995). The nociceptor transcriptome we present allows investigators to assess transcript-level differential expression for any gene of interest.

In summary, the DRG nociceptor preparation produced by MACS-sorting has many applications *in vitro* and in molecular studies. We have demonstrated how the nociceptor transcriptome, generated via RNA-sequencing of MACS-sorted DRG, can be mined to gain novel biological insight. Knowledge of the ion channels, splice isoforms and transcription factors enriched in nociceptors will be of great utility to investigators studying this tissue in the context of pain, somatosensation and itch. As sequencing data in a wider array of other tissues and cellular subtypes becomes available, it will deepen our understanding of the defining features of the nociceptor transcriptome.

## Author contributions

Data acquisition and analysis Matthew Thakur, Megan Crow, Natalie Richards, Gareth I. J. Davey, Emma Levine, Jayne H. Kelleher, Chibeza C. Agley, Stephen D. R. Harridge. Analysis of sequencing data/Bioinformatics Megan Crow, Franziska Denk. Drafting of manuscript Matthew Thakur, Megan Crow. Editing of manuscript Matthew Thakur, Megan Crow, Franziska Denk, Stephen B. McMahon.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Defining the nociceptor transcriptome
**Source:** Front Mol Neurosci. 2014 Nov 11;7:87. doi: 10.3389/fnmol.2014.00087
**Supplement:** Supplementary file 7

## Supplementary Figure 1

### Defining the nociceptor transcriptome

**Matthew Thakur<sup>1\*+</sup>, Megan Crow<sup>1\*</sup>, Natalie Richards<sup>1\*</sup>, Gareth Davey<sup>1</sup>, Emma Levine<sup>1</sup>, Jayne H. Kelleher<sup>1</sup>, Chibeza Agley<sup>2</sup>, Franziska Denk<sup>1</sup>, Stephen Harridge<sup>2</sup>, Stephen B. McMahon<sup>1</sup>**

**\* These authors contributed equally**

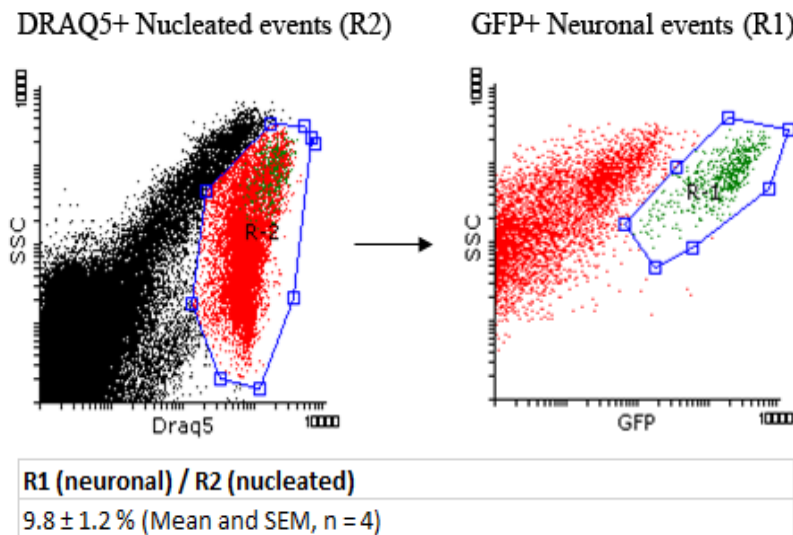

**Supplementary Figure 1.** Flow cytometry analysis of acutely dissociated, unsorted DRG neuron preparation. Nuclei are identified with DRAQ5, neurons from Adv-GFP animals express GFP. GFP+ neurons constitute an average of 9.8% of all nucleated cells in the preparation (SEM = 1.2, n = 4 independent experiments).

# Supplementary material for: Defining the nociceptor transcriptome
**Source:** Front Mol Neurosci. 2014 Nov 11;7:87. doi: 10.3389/fnmol.2014.00087
**Supplement:** Supplementary file 8

## Supplementary Figure 2

### Defining the nociceptor transcriptome

**Matthew Thakur<sup>1\*+</sup>, Megan Crow<sup>1\*</sup>, Natalie Richards<sup>1\*</sup>, Gareth Davey<sup>1</sup>, Emma Levine<sup>1</sup>, Jayne H. Kelleher<sup>1</sup>, Chibeza Agley<sup>2</sup>, Franziska Denk<sup>1</sup>, Stephen Harridge<sup>2</sup>, Stephen B. McMahon<sup>1</sup>**

**\* These authors contributed equally**

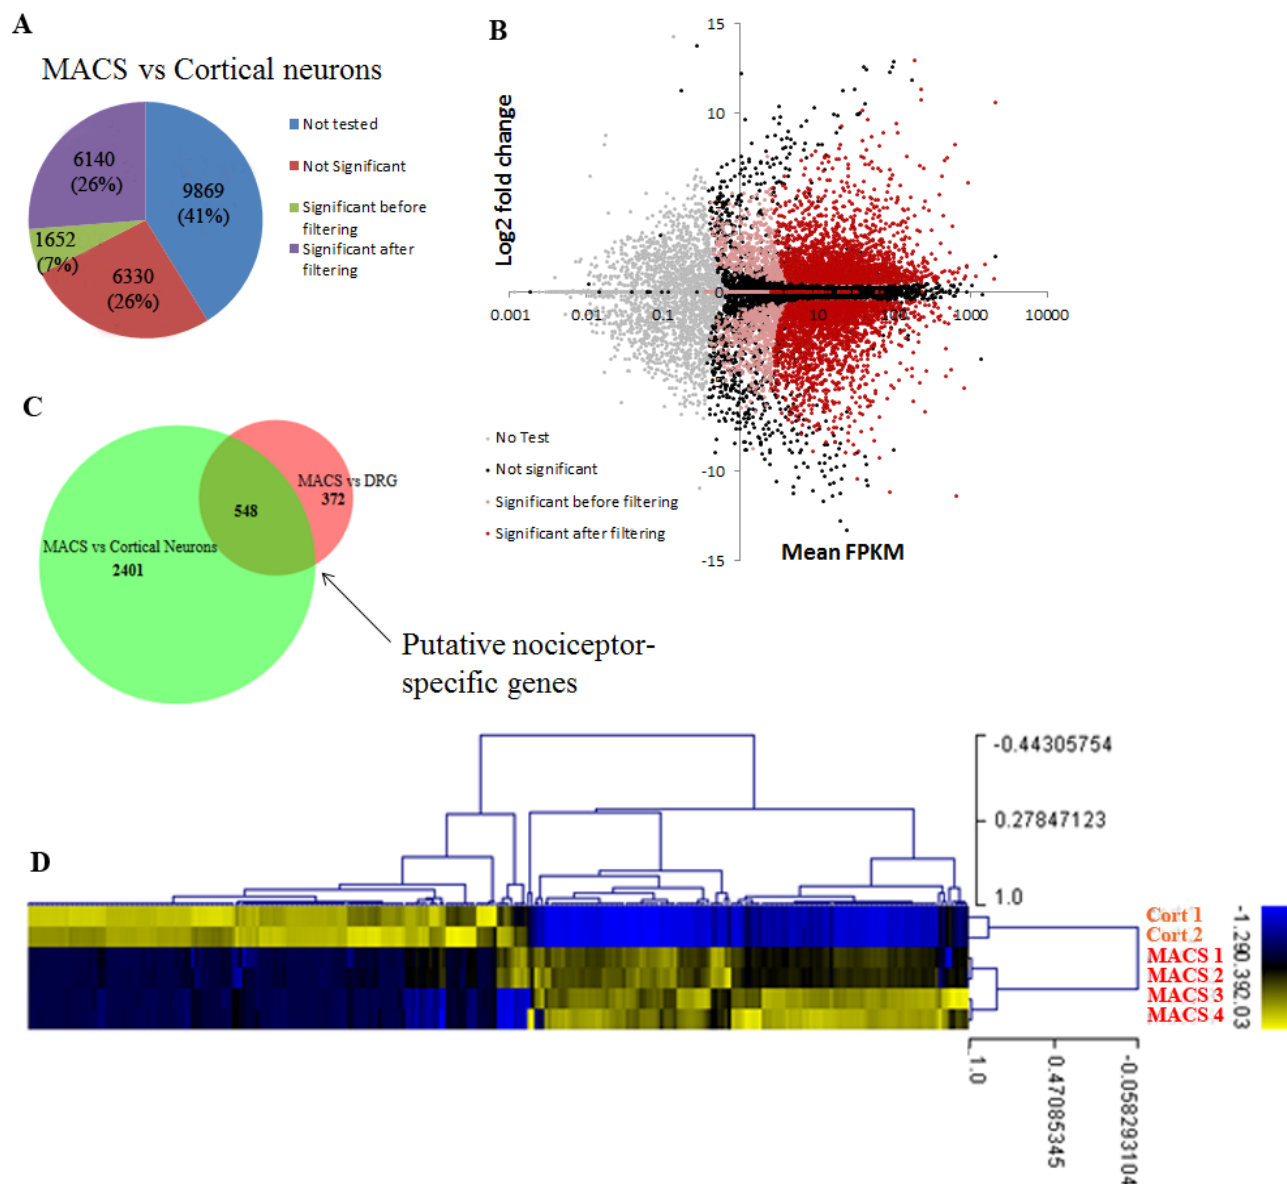

**Supplementary Figure 2:** Summary of *in silico* comparison between PNS nociceptor and CNS cortical neuron transcriptomes. A – Cuffdiff was used for differential expression testing between MACS-sorted DRG and cortical neuron samples. Of 14122 genes tested for differential expression, 6140 (26%) were significantly differentially expressed. B - Individual points represent genes. Numbers and percentages are those given in A. C - Focusing specifically on 920 genes enriched in small DRG neurons relative to unsorted DRG, 548 (68%) were also significantly enriched compared to cortical neurons. This suggests that these genes are not only nociceptor-enriched, but may in fact be nociceptor-specific. D - Heat map of the top 100 differentially regulated genes between cortical neurons and nociceptors. Genes are hierarchically clustered using average linkage clustering and expression is normalized by gene.

# Supplementary material for: Defining the nociceptor transcriptome
**Source:** Front Mol Neurosci. 2014 Nov 11;7:87. doi: 10.3389/fnmol.2014.00087
**Supplement:** Supplementary file 9

### *Supplementary Figure 3*

#### **Defining the nociceptor transcriptome**

**Matthew Thakur<sup>1\*+</sup>, Megan Crow<sup>1\*</sup>, Natalie Richards<sup>1\*</sup>, Gareth Davey<sup>1</sup>, Emma Levine<sup>1</sup>, Jayne H. Kelleher<sup>1</sup>, Chibeza Agley<sup>2</sup>, Franziska Denk<sup>1</sup>, Stephen Harridge<sup>2</sup>, Stephen B. McMahon<sup>1</sup>**

**\* These authors contributed equally**

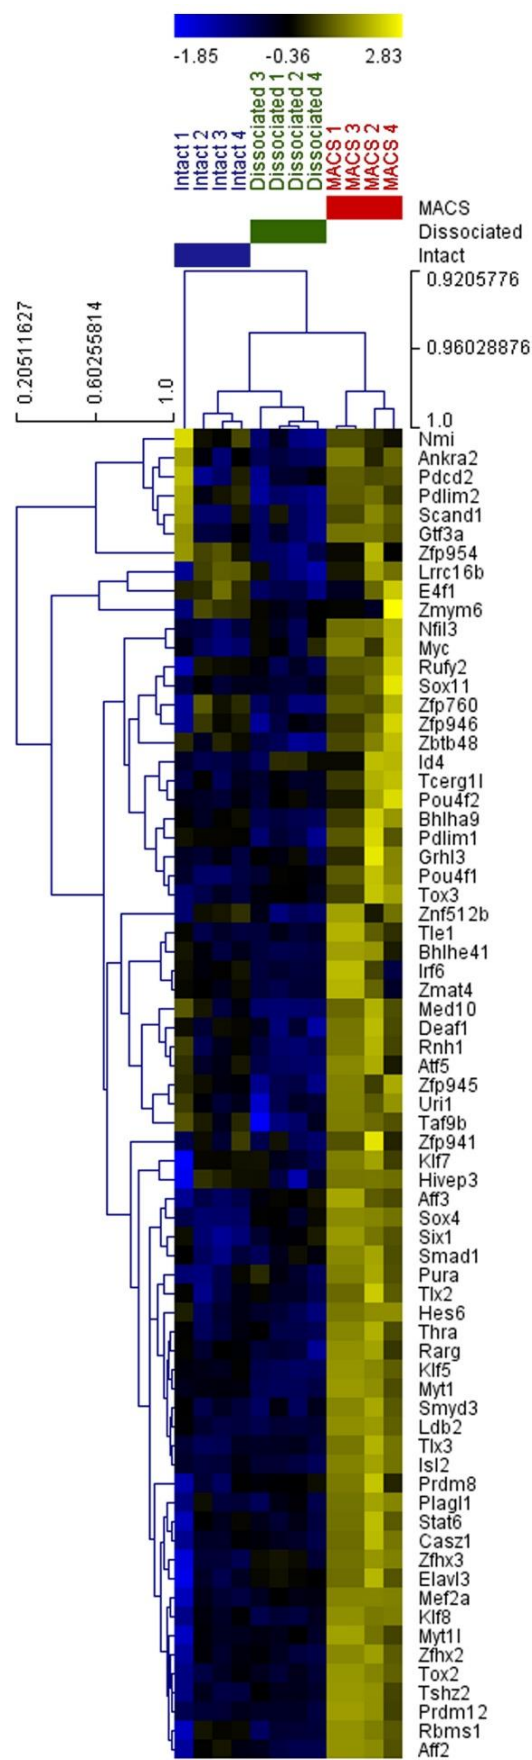

**Supplementary Figure 3.** Heat map of 70 genes enriched in nociceptors that are associated with nucleic acid binding and transcription factor activity, identified through functional annotation analysis. Genes are hierarchically clustered using average linkage clustering and expression is normalized by gene.

# Supplementary material for: Defining the nociceptor transcriptome
**Source:** Front Mol Neurosci. 2014 Nov 11;7:87. doi: 10.3389/fnmol.2014.00087
**Supplement:** Supplementary file 10

## Supplementary Figure 4

### Defining the nociceptor transcriptome

**Matthew Thakur<sup>1\*</sup>, Megan Crow<sup>1\*</sup>, Natalie Richards<sup>1\*</sup>, Gareth Davey<sup>1</sup>, Emma Levine<sup>1</sup>, Jayne H. Kelleher<sup>1</sup>, Chibeza Agley<sup>2</sup>, Franziska Denk<sup>1</sup>, Stephen Harridge<sup>2</sup>, Stephen B. McMahon<sup>1</sup>**

**\* These authors contributed equally**

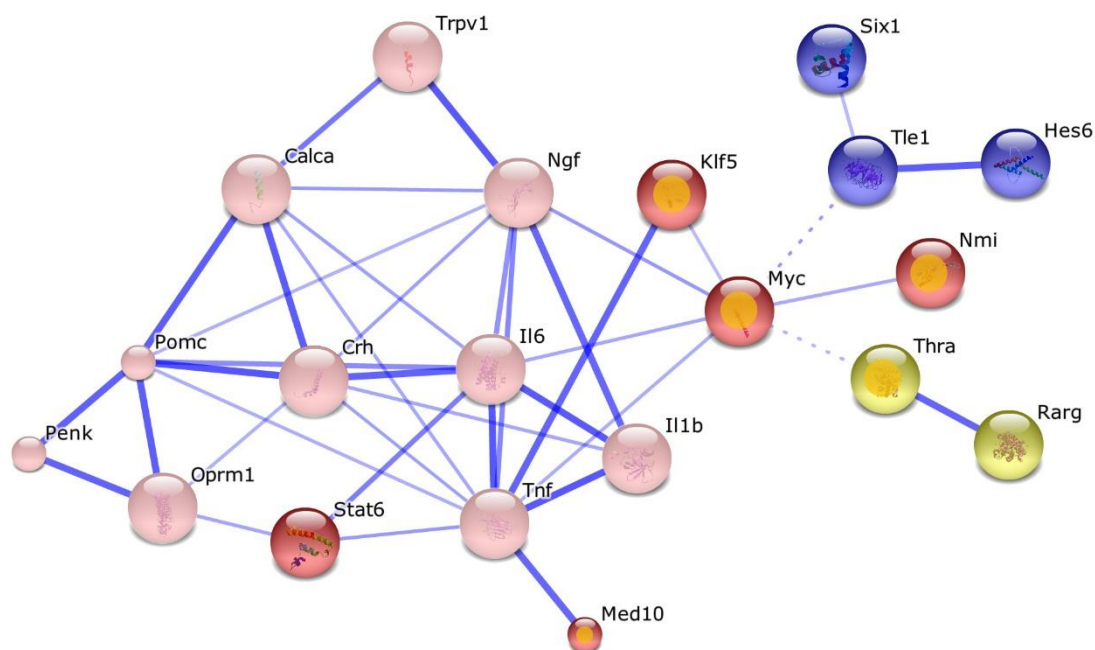

**Supplementary Figure 4.** Network analysis of nociceptor transcription factors and pain-associated genes. Pink nodes represent pain-associated genes from the pain interactome; orange spots indicate genes with no known pain association; thickness of the edge represents the confidence of the interaction. Thus *Klf5*, *Myc* and *Med10* are transcription factors previously uncharacterized in DRG but predicted to interact with key nodes of the pain interactome.

How the deposited data were processed for this re-analysis (not part of the article)

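RNA was sequenced from intact dorsal root ganglia (DRG), from acutely dissociated, unsorted DRG and from MACS-sorted DRG, with 4 samples of each. An intact sample came from 1 mouse, an unsorted sample from 2 mice and a MACS-sorted sample from 8 mice. The sample labels give the replicate numbers, and neither the labels nor the paper's text pair the samples of one group with those of another. Every sample was used.

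The authors aligned the reads to mm10 with TopHat2, merged the lanes of each sample and estimated expression with Cufflinks. The deposited values are FPKM, 1 value per gene and sample for 24490 genes, and no read counts were used here. The totals of mapped fragments by which the authors divided are part of these values and were not changed, except in the alternatives named below. The deposited starts of genes count from 0 and were shifted to count from 1.

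Groups were compared with limma 3.58.1 on R 4.3.3, on log2(FPKM + 0.1), with an intensity trend in the prior variance and Benjamini-Hochberg adjustment over the genes tested. All limma tests were two-sided. Only the 8 samples of the groups compared entered a fit, and genes with a mean under 1 FPKM over them were not tested, which left 12038 genes for MACS-sorted against unsorted, 12392 for unsorted against intact and 12234 for MACS-sorted against intact samples. A gene was called at an adjusted p-value under 0.05, a log2 ratio of group mean FPKM beyond 0.5 in either direction and a mean above 5 FPKM in the higher group. The fold change printed with a standard error is the difference of group means on the log2(FPKM + 0.1) scale, and the log2 ratio of group means is named as such. The paper's text names CuffDiff for these comparisons, which needs the aligned reads and was replaced by limma. Single measures were also compared with exact two-sided permutation tests of the difference in means, for which 4 samples against 4 allow no p-value below 0.0286. Errors are standard deviations over the 4 samples of a group.

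A gene was counted as expressed in a group when all 4 samples exceeded 5 FPKM, as the paper defines it. Principal components and distances between groups were computed from log2(FPKM + 0.1) without scaling of genes, and r2 is the squared Pearson correlation across genes of the same values. The lists of ion channel and transcription factor genes are those of the paper's supplementary tables. Lists of marker genes for cell types, fixed before the values were read, were compared by the median log2-fold change of their members. Lists for skeletal muscle and the sex chromosomes and a second list for endothelial cells were written later.

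The genes named in the text were chosen by a rule fixed in advance. It takes every gene that the paper names in its text, Table 1 and Table 2, and the genes of the marker lists. It adds the 5 genes with the largest positive and the 5 with the largest negative log2-fold change among the calls of MACS-sorted against unsorted and of unsorted against intact samples whose groups do not overlap. Genes named outside this rule, such as members of the lists written later and ion channel and transcription factor genes listed only in the supplement, were chosen after their values were seen. The results for some genes are not reported here, although these genes remain in all counts.

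The depth of each sample is not part of the deposited values. It was estimated from the spacing of the lowest FPKM values of genes with 1 transcript, with a fragment length of 150 bases assumed, and lay between 13600000 and 19300000 fragments. No interval was drawn from these estimates, and the spread between replicates was used as the error. Transcript lengths, GC content and overlaps between genes were taken from the annotation of mm10, which gave a length for 95.5% of the 12283 genes with a mean of at least 1 FPKM over all samples.

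The procedure was tested on simulated data of 4 samples against 4. Both simulated groups had normal noise with the spread of each gene in the unsorted samples. Unsorted replicates lay closest together, at a mean distance of 65.4, against 83.8 in intact and 100.5 in MACS-sorted samples. The rates that follow may therefore not hold for comparisons with those groups. Of 200 simulated genes with a change, 98.5% were called in the right direction, and 1 of 11954 genes without a change was called. With no gene changed, 0 of 12141 were called. The median estimate for 100 genes raised by 1 on the log2 scale was 0.992. The depth estimate recovered 100.1% of a simulated depth. Transcript lengths and the fragment length cancel out in that simulation. It therefore checks only the search for the lowest peak, not the lengths assumed.

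The alternatives covered pseudocounts of 1 and 0.01, no filter and a stricter filter on low FPKM, a fit on all 12 samples, a block for the replicate number, limma without the trend, and a fold change criterion taken from the log2 values. They also covered stricter and looser limits for the fold change and the FPKM of the higher group, other limits for an expressed gene and other scales for correlations and principal components. The samples were rescaled by median-ratio size factors, by quantile normalization, and by removal of the genes on the red blood cell list followed by rescaling to the same total. Each replicate was left out in turn. After the data were seen, 3 alternatives were added. They average unsorted replicates 1 and 2 into 1 sample, adjust the log2 values for transcript length in each sample, or leave out genes listed at 0 in part of a group.

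The blood genes that the paper removed with the help of a published erythrocyte transcriptome could not be identified from the deposited values and were not removed. Isoforms, the cortical neurons to which the paper compares DRG, the enrichment and network analyses with CTen, DAVID, Panther and STRING, and the cell counts, images and flow cytometry were not analysed here.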

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

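In 27 of 211 groups of 4 samples that were examined, one sample lay farther from the nearest of the others, relative to the range of the group, than Dixon's 95% limit allows, where chance gives 10.55. Intact replicate 1 was the outlying sample in 13 of them and MACS-sorted replicate 4 in 5, and each of the other samples in at most 2. Signals in genes that the paper does not discuss were examined as well. The tests of transcript length, of the mixture of cell types behind the immediate early genes and of failed estimates on the Y chromosome were chosen only after the results were seen.

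Intact replicate 1 was the only intact sample in which Ap1b1 was not listed at 0 (26.1 FPKM, a gap of 1 relative to the range of the group). The gap was 0.984 for Pvalb (441 against 61.8 to 67.8 FPKM in the other intact samples), 0.979 for Tnnc2 (421 against 1.70 to 10.5 FPKM) and 0.979 for Tnni2 (347 against 2.53 to 9.92 FPKM). It was 0.968 for Rarres2 (52.6 against 27.8 to 28.6 FPKM), 0.876 for Tac1 (321 against 128 to 152 FPKM), 0.830 for Cntf (63.3 against 31.4 to 36.8 FPKM) and 0.8293 for Thyn1 (30.0 against 18.9 to 20.8 FPKM). Values were low in this sample, with gaps of 0.934, 0.902, 0.872 and 0.837, for Ret (86.6 against 109 to 110.1 FPKM), Scn10a (101 against 155 to 161 FPKM), Runx3 (0.890 against 1.69 to 1.81 FPKM) and Zfhx3 (5.55 against 8.66 to 9.26 FPKM). The sum of FPKM over all genes had a gap of 0.838, at 345341 against 283676 to 293648.

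RNA from skeletal muscle is a candidate explanation for part of this pattern. A second list of 30 genes of skeletal muscle, written before their values were seen, had 28 members (93.3%) with the highest value of all 12 samples in intact replicate 1, where chance gives 8.33%. Without the 51 genes of both muscle lists, the mean r2 of this sample with the other intact samples was 0.964, and 0.960 with them, whereas the lowest r2 among the others was 0.986. Since muscle expresses many genes outside the lists, this leaves open whether muscle is the only difference. Across genes, the deviation of intact replicate 1 from the median of the other intact samples followed transcript length, with a Spearman correlation of −0.604. The same measure gave 0.365, 0.277 and −0.0469 in intact replicates 2 to 4. The definition of transcript length was changed after the first value was seen, and the correlation was −0.342 when the length was averaged over all annotated transcripts. The correlation with GC content, 0.035, lay within those of the other intact samples, −0.429, 0.132 and 0.246, so GC content was not what set this sample apart. RNA from muscle and a bias with transcript length remain as explanations. No biological explanation was tested, since the 4 intact samples share one condition.

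MACS-sorted replicate 4 was low for Mrgprd (59.9 against 118 to 124 FPKM in the other MACS-sorted samples, a gap of 0.917), Scn10a (237 against 297 to 306 FPKM, 0.864) and Myt1 (21.8 against 27.2 to 28.1 FPKM, 0.853). It was high for Slc4a1 (90.3 against 15.4 to 28.0 FPKM, 0.832), which belongs to the red blood cell list. Its haemoglobin genes made up 7.13% of the summed FPKM, a share too small to lower the other genes as far as Mrgprd was lowered. Replicate 3, with 5.14%, lay with replicates 1 and 2 for Mrgprd, Scn10a and Myt1. The Spearman correlations of its deviation with transcript length and GC content, 0.0068 and −0.057, lay within those of the other MACS-sorted samples. No biological explanation was tested for this sample.

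The other outlying values given here were single ones, among them Sst in MACS-sorted replicate 1 (63.1 against 17.5 to 19.9 FPKM, a gap of 0.946), Prdm12 in unsorted replicate 4 (48.9 against 53.7 to 54.2 FPKM, 0.922) and Cacna2d1 in unsorted replicate 3 (31.0 against 37.1 to 37.8 FPKM, 0.893). Smaller gaps were found for Scn10a in unsorted replicate 3 (191 against 165 to 169 FPKM, 0.842), Prph in intact replicate 2 (773 against 888 to 909 FPKM, 0.839) and Pdlim1 in MACS-sorted replicate 2 (16.8 against 9.94 to 11.1 FPKM, 0.834). Cntf in unsorted replicate 4 (26.0 against 15.1 to 17.0 FPKM) had a gap of 0.831. These are no more than chance gives among the groups examined, and no explanation was tested for them.

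Thyn1 was listed at 16.8 FPKM in unsorted replicate 2 and at 0 in the other unsorted samples, a gap of 1. In 85 genes, part of a group was listed at 0 while its other samples averaged above 5 FPKM, 47 of them in intact, 22 in unsorted and 38 in MACS-sorted DRG. Of these genes, 94.1% overlapped another annotated gene, against 20.2% of 8902 other genes above this level (Fisher's exact test, two-sided p = 1.2e-48). A candidate explanation is that the estimate failed at overlapping genes. For 146 of the 244 zero values (59.8%) the number of fragments to be expected could be computed. Its median was 222, and fewer than 3 were expected in only 2.05% of them, so chance at the depth of sequencing does not account for most of these. For the other zero values it was not tested. The computation was corrected after a first value had been seen. No biological explanation was tested. Trmt112, Egfl8 and Pcdhac1, which were listed at 0 in a whole group, were not part of these tests.

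Xist, the transcript that marks the inactive X chromosome, lay at 16.1 to 24.4 FPKM in the 4 intact samples and at no more than 0.337 FPKM in the unsorted and MACS-sorted samples. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at no more than 0.0227, 0, 0 and 0.0105 FPKM in intact DRG and at no less than 9.29, 10.05, 1.84 and 3.54 FPKM in the other 8 samples. Xist and the Y-linked genes were chosen after their values were seen. Estimates that failed on the Y chromosome alone would leave Xist low in intact DRG, where its lowest value was 16.1 FPKM. Xist is itself part of the pattern to be explained, so this value is not an independent test. Of 7 genes that escape X inactivation, listed before their values were seen, 6 were higher in every intact than in every unsorted sample and 0 in the other direction, where chance gives 1.43% of genes in each direction, with a median log2-fold change of −0.77. Over all 8 genes of this list with any expression, the median was negative under each of 5 scalings, from −0.84 to −0.76. Of 397 other genes of the X chromosome, 10.6% were higher in every intact than in every unsorted sample. The values of Xist, the Y-linked genes and the escape genes argue against male mice as the source of the 4 intact samples. A candidate explanation is that the intact DRG came from female mice, although the paper states that male mice were used for all experiments. If the explanation holds, sex and dissociation cannot be separated in any comparison with intact DRG, and of the 873 genes called between unsorted and intact DRG, 24 lie on the sex chromosomes.

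Endothelial genes were lowered less in MACS-sorted samples than those of satellite glia, Schwann cells, fibroblasts, macrophages and neutrophils. For 23 genes of a second endothelial list with enough expression to be examined, the median log2-fold change between MACS-sorted and unsorted samples was −0.47, against −6.02 for the 8 satellite glia genes. After rescaling by median-ratio size factors the values were −0.41 and −5.96, but one factor per sample moves all genes alike and cannot change the difference between the lists. Over all 24 genes of the endothelial list with any expression, the median was negative under each of 5 scalings, from −0.48 to −0.16, the last under quantile normalization, with which that of the satellite glia genes was −5.61. The lists of lymphocyte and oligodendrocyte genes were not lowered like these either, with medians of 0.43 and −0.085 over 7 genes each, but their median expression in unsorted samples was only 0.232 and 0.0382 FPKM. Of the 23 endothelial genes, 21 (91.3%) had their lowest MACS-sorted value in replicate 2, where chance gives 25%, so these genes varied together between samples. Endothelial cells carried through the sort are a candidate explanation. Whether neurons themselves express these genes was not tested.

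The 11 immediate early genes had a median log2-fold change of 2.30 between unsorted and intact DRG, and all 11 were higher in every unsorted than in every intact sample, where chance gives 1.43% of genes. Fos had 155 ± 124 FPKM in unsorted and 3.09 ± 0.92 FPKM in intact samples (SD, n = 4 each; log2-fold change 5.25, two-sided adjusted p = 0.0013 from limma, higher in all 4 unsorted samples). Rescaling by median-ratio size factors left the median at 2.29, and it lay between 2.26 and 2.46 under 5 scalings. In the MACS-sorted samples, 8 of the 11 genes were higher in every sample than in every intact sample, with a median log2-fold change of 1.62, and 10 of the 11 were lower on average than in unsorted samples, with a median of −0.85. Only 5 were lower in every MACS-sorted than in every unsorted sample. Unsorted replicates 1 and 2 had 55.6 and 57.7 FPKM of Fos, and replicates 3 and 4 had 191 and 314. For Dusp1, unsorted replicates 1 and 2 (17.7 and 18.2 FPKM) lay within the MACS-sorted range of 17.4 to 26.6. For Nr4a1 they (16.7 and 15.9) lay above all MACS-sorted samples (1.23 to 11.8). The mean drop thus rests in part on unsorted replicates 3 and 4. The 8 pan-neuronal genes had a median of 0.31 between unsorted and intact DRG and of 0.065 between MACS-sorted and intact DRG, where quantile normalization turned it to −0.056, so a higher share of neurons does not account for rises of this size. The highest median of any list of cell type genes between unsorted and intact DRG was 1.07, for endothelial cells, and a change in cell types without such a list was not tested. The immediate early genes may have been induced by dissociation, but the intact samples also differ from the others in Xist and the Y-linked genes, and a difference in sex or in handling between the groups was not tested for these genes.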

How the results depend on the processing

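The alternatives reported here were set before the data were examined, apart from 3 that were chosen after seeing the data: unsorted replicates 1 and 2 averaged as 1 sample, log2 values adjusted for transcript length, and genes listed at 0 in part of a group left out. The test of the similarity of unsorted replicates 1 and 2 was also chosen only after the result was seen. For each change given below, the cause was not tested.

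The number of expressed genes depended on the FPKM limit. With a limit of 1 FPKM, 10273 genes were expressed in all 3 groups, 11882 in intact DRG and 1184 in intact and unsorted DRG only. With a limit of 10 FPKM, 4400 were expressed in all 3 groups and 466 in intact and unsorted DRG only. With one replicate left out in turn, 6665 to 6799 genes were expressed in all 3 groups and 647 to 837 in intact and unsorted DRG only.

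The lowest r2 between replicates was 0.419 on the linear FPKM scale, 0.891 over genes expressed in all 3 groups, 0.927 with a pseudocount of 0.01 and 0.933 as a squared Spearman correlation. The highest r2 was 0.971 with a pseudocount of 0.01 and 0.970 as a squared Spearman correlation. The share of variance on the first principal component was 61.1% with a pseudocount of 1, 53.2% over genes expressed in all 3 groups, 34.5% with genes scaled to unit variance, and from 54.2% to 62.0% across the fits that each left out one replicate. With genes scaled to unit variance, the distance of MACS-sorted from unsorted samples was 1.42 times that of intact from unsorted samples, and with one replicate left out in turn this ratio lay between 1.86 and 2.17.

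With a log2 ratio of 1 as the fold change criterion, 260 genes were enriched and 879 depleted in MACS-sorted against unsorted samples, 186 and 825 in MACS-sorted against intact samples, and 42 were higher and 123 lower in unsorted than in intact DRG. With this criterion, 17 genes of the ion channel list and 13 of the transcription factor list were called. With a mean above 1 FPKM in the higher group, 2352 genes were depleted against unsorted and 2206 against intact samples, and 665 were lower in unsorted than in intact DRG. The 3 alternatives for the criteria give no value for the transcription factors higher or lower in unsorted than in intact DRG, which were counted by adjusted p-value alone.

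The balance between enriched and depleted genes depended on the scaling between samples. Quantile normalization moved the median log2-fold change of all genes tested from −0.04 to 0.10 for MACS-sorted against unsorted and from −0.04 to 0.13 for MACS-sorted against intact samples. Relative to these shifts, enriched genes made up 52.0% of the calls against unsorted samples in place of 39.5%, with 1387 enriched and 1281 depleted, of which 973 and 1278 were shared with the calls on the deposited scale. Against intact samples they made up 51.4% in place of 41.3%. With median-ratio size factors, 1188 genes were enriched and 1340 depleted against unsorted samples, and all 981 genes called enriched on the deposited scale were among them. Removal of the red blood cell genes, followed by rescaling of every sample to the same total, left 344 genes higher and 431 lower in unsorted than in intact DRG, in place of 531 and 342; all of the former and 330 of the latter were shared with the calls on the deposited scale. In these samples the haemoglobin genes made up at most 0.259% of the summed FPKM, while the sums ran from 283676 to 345341. The removal and the rescaling were not run separately, so their parts in this change are not known.

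Across the fits that each left out one replicate, 923 to 1019 genes were enriched and 1486 to 1539 depleted in MACS-sorted against unsorted samples. Against intact samples the ranges were 828 to 1021 and 1177 to 1302. Between unsorted and intact DRG, 376 to 591 genes were higher and 187 to 334 lower in unsorted samples. The ion channel list gave 36 to 41 calls and the transcription factor list 49 to 54.

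The number of transcription factors higher in unsorted than in intact DRG was 1 with the fit on all 12 samples, with quantile normalization, with removal of the red blood cell genes, with unsorted replicates 1 and 2 averaged and with adjustment for transcript length. It ran from 1 to 6 across the fits that each left out one replicate. The number lower in unsorted DRG was 9 with unsorted replicates 1 and 2 averaged, and from 7 to 21 across the fits that each left out one replicate. Sox4 was among the higher ones with adjusted p-values from 0.0018 to 0.048 over the alternatives, Aff3 had a range of 0.012 to 0.152 and Zfhx3 one of 0.044 to 0.218, under 0.05 only without intact replicate 1.

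Of the log2-fold changes of named genes, the ones that reversed were small and lay between unsorted and intact DRG. Quantile normalization moved Aff2 from −0.10 to 0.040, Hivep3 from −0.11 to 0.0072, Prdm12 from 0.06 to −0.0051, Sox11 from −0.0022 to 0.17 and Stat6 from 0.017 to −0.042. Removal of the red blood cell genes moved Stat6 to −0.0039, adjustment for transcript length moved it to −0.072 and Casz1 from 0.10 to −0.015, and averaging unsorted replicates 1 and 2 moved Sox11 to 0.020. Across the fits that each left out one replicate, Aff2 ran from −0.29 to 0.0094, Casz1 from −0.054 to 0.19, Ldb2 from −0.12 to 0.0021, Sox11 from −0.055 to 0.059 and Stat6 from −0.046 to 0.048. None of these genes had an adjusted p-value under 0.05 on the deposited scale.

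Of 99 log2-fold changes of named genes, all 99 kept their direction and their side of the 0.05 threshold with median-ratio size factors, and 97 with each other pseudocount. With no filter on low FPKM, 4 no longer passed the threshold, with limma without the trend 4, with the fit on all 12 samples 3, with adjustment for transcript length 3, with removal of the red blood cell genes 1 and with unsorted replicates 1 and 2 averaged 6. Tac1, Sst and Trpv1, in MACS-sorted against unsorted samples, were the most often affected enriched genes. With one replicate left out in turn, Trpv1 ran from 0.35 to 0.65 and Tac1 from 0.40 to 0.72, each no longer past the threshold in 6 of 8 fits, with adjusted p-values up to 0.119 and 0.131, and Sst ran from 0.55 to 1.17 with adjusted p-values up to 0.117.

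With the replicate number as a block, 991 genes were enriched and 1516 depleted in MACS-sorted against unsorted samples, of which 976 and 1504 were shared with the fit without it, and the number of transcription factors higher in unsorted than in intact DRG was 1. Under this block 5 of the 99 log2-fold changes no longer passed the threshold. Same-numbered samples of the groups differ in the number of mice pooled, and their deviations from the group means were uncorrelated, with mean correlations across genes of 0.0068, −0.030 and −0.024 in the 3 comparisons, so the pairing by number is one of labels.

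The same 8 samples were also divided into other groups of 4. Of the 35 divisions, 8 part all 4 same-numbered pairs as the real one does, and the other 27 keep at least 1 such pair together. Only the real division, 1 of the 8, gave as many genes as observed, for each of 10 results: genes enriched and depleted in each comparison with MACS-sorted samples, genes higher and lower in unsorted than in intact DRG, calls on the ion channel list and on the transcription factor list, and transcription factors higher and lower in unsorted than in intact DRG. With 8 divisions the share cannot fall below 0.125. The numbers are labels only, however, and among all 35 divisions, which do not depend on them, the real one was again the only one to give as many, a share of 0.0286. Among the 27 others, 0 gave as many, and none of all the other divisions called more than 2 genes in one direction.

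Unsorted replicates 1 and 2 may stem from one source of RNA. At 2048 to 4096 estimated fragments per gene their squared differences were 1.42 times those of sampling noise, about the same as at the lowest level of expression (1.45, a ratio of 0.98), whereas the other 17 pairs had 3.52 to 19.5 times the noise and rose by a ratio of at least 2.57. Over all levels of expression the pair had 1.41 to 1.96 times the noise, the highest at 4096 to 8192 fragments, where sampling noise alone gave at most 1.14 in simulated data. A pair above sampling noise can still come from one source of RNA, so these values do not settle the question. The pair was kept as 2 samples, as it is labelled. If they are one sample, the unsorted group holds 3 independent samples. Averaged as 1 sample, they gave 962 enriched and 1490 depleted genes in MACS-sorted against unsorted samples, of which 932 and 1455 were shared with the calls on 4 samples, and 463 genes higher and 237 lower in unsorted than in intact DRG.

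The deposited values hold no read counts, so the depth limits what can be said of genes with low FPKM in a way that was not measured here. The 4 samples in each group limit single comparisons to an exact p-value of 0.0286.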

Differences from the paper's values

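The paper gives r2 values between replicates from 0.81 to 0.87. On the log2(FPKM + 0.1) scale the lowest r2 was 0.950 and the highest 0.987. None of the 5 alternatives set before the data were examined closed either gap; the lowest value ran from 0.419 to 0.956 and the highest from 0.970 to 0.995 over them.

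For Prph, the paper's text gives a log2-fold change of 0.39 between MACS-sorted and unsorted samples, and the log2 ratio of group means here was 0.80. None of the 21 alternatives set before the data were examined closed the gap, with values from 0.70 to 0.86. In Table 1 the paper's fold change of Prph is 1.80, against 1.74 here. The paper's text and its Table 1 thus give different changes for Prph, and the value here lies near that of Table 1.

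For the Stat6 log2 fold change between intact and unsorted DRG, the paper's Supplementary Table 6 gives −0.0026, and the log2 ratio of group means here was 0.013. Of the 21 alternatives set before the data were examined, 3 gave a value within the paper's: quantile normalization, removal of the red blood cell genes with rescaling to the same total, and the fit without intact replicate 1. The other 18 did not, and the values ran from −0.051 to 0.044.

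The paper describes a tendency of known non-neuronal genes to very low expression in the MACS-sorted samples. Of the marker lists, 0 of 7 Schwann cell genes, 0 of 6 endothelial genes and 1 of 7 fibroblast genes had a mean under 0.5 FPKM there, against 3 of 8 satellite glia genes, 4 of 7 neutrophil genes and 8 of 8 macrophage genes. The same held for 4 of 7 lymphocyte and 5 of 7 oligodendrocyte genes. The median expression of these lymphocyte and oligodendrocyte lists was only 0.232 and 0.0382 FPKM in unsorted samples as well. The paper names Zfhx3 and Sox4 as the transcription factors induced after dissociation. Here they were Sox4 and Aff3, and Zfhx3 had an adjusted p-value of 0.101. Without intact replicate 1, Zfhx3 passed the threshold as well, as did Elavl3 and Pou4f1 among others, and Id4 passed it without unsorted replicate 3.

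Of the genes that the paper names in its text or main tables or that stand on its ion channel and transcription factor lists, 27 were not called between MACS-sorted and unsorted samples here. For Slc1a3, Scn2a1, Sox11, Zbtb48, Nfil3, Hivep3, Runx3 and Zfp760, only a mean above 1 FPKM in the higher group led to a call. Median-ratio size factors, quantile normalization and removal of the red blood cell genes each called Kcnab1, Scn9a, Smad1, Gabra2, Cacna1c, Kcnj12, Ankra2, Mef2a, Elavl3, Zfp945, Aff3, Nmi and Pdcd2. Calcb was called with median-ratio size factors and with removal of the red blood cell genes, Zfp954 with median-ratio size factors and with quantile normalization, and Zmym6 with quantile normalization. Zfp945 was also called with a mean above 1 FPKM in the higher group. Stat6 was called under none of the settings.

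Leaving out one replicate also called some of these genes. Without unsorted replicate 1 these were Kcnab1, Calcb, Scn9a and Nmi, without unsorted replicate 2 Kcnab1, Calcb, Scn9a and Smad1, without unsorted replicate 3 Kcnj12, and without unsorted replicate 4 Pdcd2. Without MACS-sorted replicate 1 they were Kcnab1, Calcb, Kcnj12 and Zfp954, and without replicate 2 Scn9a, Cacna1c, Ankra2 and Zfp945. Without MACS-sorted replicate 3 they were Gabra2, Ankra2, Zfp945 and Pdcd2. Without MACS-sorted replicate 4 they were Kcnab1, Calcb, Scn9a, Smad1, Cacna1c, Elavl3, Aff3, Nmi, Zfp954 and Chrna6. Averaging unsorted replicates 1 and 2, which was chosen after seeing the values, called Kcnab1, Calcb, Scn9a, Smad1 and Nmi. Adjustment for transcript length, also chosen after seeing the values, called Kcnab1, Scn9a, Smad1, Gabra2, Cacna1c, Kcnj12, Mef2a, Elavl3, Zfp945 and Aff3.

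Some settings reached a value that the paper gives. The log2-fold changes in the paper's supplement lay above those here by a nearly uniform amount, as given below. Matches of single genes therefore do not show which setting the paper used. With unsorted replicates 1 and 2 averaged, which was chosen after seeing the values, the number of genes expressed in unsorted DRG was the paper's 7929, in place of 7877. With a mean above 5 FPKM as the limit for an expressed gene, the share expressed in all 3 groups was 81.3%, where the paper gives 81%. Removal of the red blood cell genes reached the paper's fold changes of Calcb, Mrgpra3, Mrgprb5 and Mrgpre and its log2-fold changes of Ret, Pou4f2, Atf5, Isl2 and Aff2. Median-ratio size factors reached those of Pvalb, Scn9a and Ldb2, and quantile normalization those of Mrgprb4, Mrgprx1 and Myt1. Averaging unsorted replicates 1 and 2 reached that of Pou4f2, and adjustment for transcript length those of Mrgpre and Trpa1, both chosen after seeing the values. The paper's value of P2ry1 was reached without unsorted replicate 2, those of Mrgprd, Scn10a and Aff2 without unsorted replicate 3 and the log2-fold change of Trpv1 without unsorted replicate 4. Without MACS-sorted replicate 1 that of Mrgprb5 was reached, without replicate 2 that of P2rx2 and the mean FPKM of Kcnj10, and without replicate 4 the fold changes of Prph and Ret and the log2-fold changes of Klf5 and Ldb2. The main setting gave the paper's mean FPKM of Slc1a3, its log2-fold change of Zfhx3 and its number of induced transcription factors. The number was also reached with both other pseudocounts, no filter and the stricter filter on low FPKM, median-ratio size factors, limma without the trend, without intact replicate 2 and without intact replicate 4, and with genes listed at 0 in part of a group left out, which was chosen after seeing the values. The value of Zfhx3 was also reached with both other pseudocounts, no filter and the stricter filter on low FPKM, the fit on all 12 samples, the replicate block, limma without the trend and the alternatives for the criteria, and with genes listed at 0 in part of a group left out. That of Slc1a3 was reached under all settings that apply to it except quantile normalization and the fits without MACS-sorted replicates 2 and 4.

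For the genes of Table 2 whose mean FPKM was compared, the paper's means lay above those here and no setting reached them. For Klf5 the paper's means are 14.20 FPKM in unsorted and 43.55 FPKM in MACS-sorted samples, against 11.5 and 34.1 FPKM here. For Isl2 they are 81.72 and 190.99 FPKM, against 66.4 and 149.6 FPKM here. For Bhlha9 they are 5.45 and 26.06 FPKM, against 4.43 and 20.4 FPKM here. In proportion, the gap was similar for these genes within each group, and its cause was not tested.

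The paper's text gives 920 enriched and 1473 depleted genes. Only 716 enriched genes could be read from its supplement, so the overlap does not cover all 920. Of these 716, 715 were tested here and 642 (89.7%) were called enriched. Of the 1523 depleted genes listed in the supplement, more than the text gives, 1517 were tested and 1357 (89.1%) were called depleted. In both lists 0 genes were called in the other direction, and 700 and 1488 had an adjusted p-value under 0.05 in the paper's direction. The paper's log2-fold changes lay above those here by a median of 0.053 for enriched and 0.055 for depleted genes. From the low to the high decile, this difference ran from 0.051 to 0.057 for enriched and from 0.051 to 0.066 for depleted genes. The shift was thus nearly the same from gene to gene.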

Other observations

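The test of the injury and regeneration genes and the test of transcript length in the comparison of unsorted with intact DRG were chosen only after the results were seen.

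MACS-sorted and intact samples differed in 2235 genes by the 3 criteria, of which 922 (41.3%) were enriched and 1313 depleted in MACS-sorted samples. In 869 and 1232 of these the groups did not overlap. Of the genes enriched against unsorted samples, 585 were also enriched against intact samples, and of the depleted genes 981 were depleted in both comparisons. The MACS-sorted samples are shared between these comparisons, so their chance deviations raise the numbers 585 and 981. Of the ion channel list, 34 of 43 genes were called enriched against intact samples, and 42 had a positive log2-fold change under each of 5 scalings of the samples. Of the transcription factor list, 43 of 70 were called enriched and 68 had a positive log2-fold change, with 70 under quantile normalization, which raised the median of all genes, and 69 with adjustment for transcript length. Of the genes enriched in MACS-sorted against unsorted samples, 109 were also called lower in unsorted than in intact DRG, and of those depleted, 342 were called higher in unsorted than in intact DRG. Both of these overlaps share the unsorted samples between the comparisons, so that chance deviations of the unsorted samples raise them.

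Across genes, the log2-fold change between MACS-sorted and unsorted samples had a Spearman correlation of −0.114 with transcript length and of 0.0080 with GC content. Between unsorted and intact DRG, without intact replicate 1, the correlations were 0.150 with transcript length (0.120 when the length was averaged over all annotated transcripts) and 0.141 with GC content. With intact replicate 1 they were 0.345 and 0.108. Neither length nor GC content thus orders the differences of either comparison to a large degree, apart from those that intact replicate 1 brings in. Genes are not independent replicates, and no p-value is given.

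Calca, of the list of small-diameter nociceptor genes, had a log2-fold change of −0.13 between MACS-sorted and unsorted samples. It had 936 ± 176 FPKM in MACS-sorted and 1014 ± 60.9 FPKM in unsorted samples (SD, n = 4 each; exact permutation test, two-sided p = 0.457).

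Of 8 injury and regeneration genes with enough expression to be tested, 5 were higher in every MACS-sorted than in every unsorted sample, where chance gives 1.43% of genes. Their median log2-fold change was 0.73, against 0.74 for the 11 nociceptor genes, and 0.80 with median-ratio size factors. Between unsorted and intact DRG their median was 0.09. Of these genes, 3 rose more than every gene of the nociceptor list, a comparison meant to test whether enrichment of small-diameter neurons alone accounts for them. They were Sprr1a at 2.67, Sox11 at 1.14 and Gadd45a at 1.031, against 1.029 for Scn11a, the highest of the nociceptor list. Genes of Table 1 outside that list rose by up to 2.08, however, so Sox11 and Gadd45a lie within the range of nociceptor genes, and the comparison does not rule out enrichment alone for them. Sprr1a lies above that range, at 4.85 ± 2.66 FPKM in MACS-sorted and 0.588 ± 0.297 FPKM in unsorted samples (SD, n = 4 each). Other genes of the list did not rise: Csf1, at −0.66, was lower in every MACS-sorted (1.87 to 2.76 FPKM) than in every unsorted sample (3.69 to 4.06 FPKM), and Gal was at −0.028.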
